# Maternal Experience with Predation Risk Influences Genome-Wide Embryonic Gene Expression in Threespined Sticklebacks (*Gasterosteus aculeatus*)

**DOI:** 10.1371/journal.pone.0098564

**Published:** 2014-06-02

**Authors:** Brett C. Mommer, Alison M. Bell

## Abstract

There is growing evidence for nongenetic effects of maternal experience on offspring. For example, previous studies have shown that female threespined stickleback fish (*Gasterosteus aculeatus*) exposed to predation risk produce offspring with altered behavior, metabolism and stress physiology. Here, we investigate the effect of maternal exposure to predation risk on the embryonic transcriptome in sticklebacks. Using RNA-sequencing we compared genome-wide transcription in three day post-fertilization embryos of predator-exposed and control mothers. There were hundreds of differentially expressed transcripts between embryos of predator-exposed mothers and embryos of control mothers including several non-coding RNAs. Gene Ontology analysis revealed biological pathways involved in metabolism, epigenetic inheritance, and neural proliferation and differentiation that differed between treatments. Interestingly, predation risk is associated with an accelerated life history in many vertebrates, and several of the genes and biological pathways that were identified in this study suggest that maternal exposure to predation risk accelerates the timing of embryonic development. Consistent with this hypothesis, embryos of predator-exposed mothers were larger than embryos of control mothers. These findings point to some of the molecular mechanisms that might underlie maternal effects.

## Introduction

Non-genetic maternal effects, or the influence of a mother's phenotype on her offsprings' phenotype, are widespread across taxa [1]–[4]. Mothers can affect offspring phenotype by the level of care they give [5], and the resources they provide [6] including steroids transferred to developing offspring [7]. Maternal effects can be adaptive, conveying information about the environment that offspring are likely to encounter [2], [8] or maladaptive [3], and have been associated with human disease [9]–[10]. However we know little about the molecular mechanisms by which maternal experience influences offspring.

Studies on diverse organisms have shown that maternal stress can have long-lasting effects on offspring traits including survival [3]–[4], [8], [11], growth [4], [12]–[15], morphology [4], [14]–[16], and behavior [8], [17]–[20]. While stress-induced maternal effects can be mediated by differential provisioning of resources by mothers [2], [6], stress-induced maternal effects are often mediated by prenatal exposure to maternally-derived stress hormones. Prenatal exposure to maternally-derived stress hormones can have organizational effects on development with lifelong consequences for offspring (reviewed in [20]; [21]–[25]).

Predators are one of the most important naturally-occurring stressors for animals in natural populations [26]–[27], influencing both evolved and plastic life history traits of prey such as growth [4], [28], age at reproduction [29]–[31] and size at reproduction [31]–[32]. A number of recent studies have shown consequences of in utero exposure to predation risk [4], [8], [16], [19]. For example, predator-exposed female sticklebacks produced larger eggs with higher concentrations of cortisol and, initially, a higher metabolism [33]. Later in life, offspring of predator-exposed stickleback mothers exhibited greater antipredator behavior [33], an altered stress response to predation risk [34], and performed relatively poorly in a learning task [35]. Maternal exposure to predation risk also influenced offspring survival in sticklebacks [36]. These results are consistent with the hypothesis that maternal exposure to predation risk has organizational effects on the development of the offspring brain and HPI (hypothalamus-pituitary-interrenal) axis that influences offspring traits well into adulthood.

Despite growing appreciation of maternal effects occur across taxa and traits, we are just beginning to understand the molecular mechanisms by which maternal experience influences offspring. Therefore, we used RNA-sequencing technology to compare the stickleback embryonic transcriptomes of predator-exposed mothers and unexposed (control) mothers. We measured embryos at three days post-fertilization (dpf) because in zebrafish it is the earliest period when maternally-derived RNAs are thought to be fully degraded [37] and when brain regions begin to develop [38].

We made the following predictions about the types of genes and pathways likely to be influenced by maternal exposure to predation risk. First, because embryos from maternally-stressed stickleback mothers had higher initial respiration of oxygen [33] we predicted that maternal stress would increase transcription of yolk-processing enzymes [39] and the mitochondrial genes involved in oxidative metabolism.

Second, stress influences brain gene expression (e.g. [40]) therefore we predicted that genes associated with neural development might be differentially expressed between embryos of predator-exposed and control mothers. We also predicted that genes involved in eye development might be affected by maternal predator exposure because an earlier study in sticklebacks found that genes associated with eye development were differentially expressed in adults following exposure to predation risk [42].

Third, previous studies have shown that exposing fish embryos to elevated cortisol alters the expression of genes encoding insulin-like growth factor, growth hormone, thyroid hormone receptors, and growth hormone receptors [43]. Since stickleback mothers produce eggs with elevated cortisol after exposure to a predator [33] we predicted that genes that are activated or repressed by cortisol or synthetic glucocorticoids would be differentially expressed between treatments. Three day post-fertilization stickleback embryos do not produce endogenous cortisol (Paitz et al, unpublished). Therefore we did not expect that the key gene products required for HPI axis function, such as corticotropin-releasing hormone (CRH), adrenocorticotropic hormone (ACTH), and proopiomelanocortin (POMC) to be expressed. Also, since glucocorticoids are known to affect the expression of immunity-related genes, for example genes of the complement pathway (reviewed in [44]), we predicted an effect of maternal exposure to predation risk on the expression of genes involved in immunity.

Fourth, predation pressure is associated with a relatively ‘fast’ life history (accelerated development, small size at maturity, early age at reproduction) in many taxa (fish, reviewed in [45], birds [46], amphibians [47]), including sticklebacks [48] therefore we predicted that genes related to accelerated growth and development would be upregulated in embryos as a result of maternal exposure to predation risk.

Finally, given the broad epigenetic changes that occur across the genome during tissue differentiation (reviewed in [49]), and previous studies showing that maternal care influences offspring DNA methylation patterns [41] we also predicted that genes involved in epigenetic modifications to the genome, such as the DNA methyltransferases, would be influenced by maternal exposure to predation risk.

## Methods

### Ethics Statement

This work was conducted in accordance with national standards on animal welfare as approved by the University of Illinois Institutional Animal Care and Use Committee (IACUC# 09204).

### Animal collection and maternal treatment

Juvenile threespine sticklebacks were caught by baited trap from the Navarro River, CA in July, 2011 and transported to the University of Illinois (Urbana, IL). Fish were housed until adulthood (approximately 1 year of age) in 37L tanks (53L x 33W x 24H cm) with gravel-bottom, artificial plant refugia, a flow-through system with UV, charcoal, particulate and biological filters that remove olfactory cues and a photoperiod that mimics seasonal changes at a density of 10 fish/tank. Fish were fed *ad libitum* once daily frozen bloodworms, brine shrimp, mysis shrimp, and cyclopeez.

In August, 2012 when sticklebacks showed reproductive morphology (red throat in males, gravidity in females) they were separated by sex. Males were housed individually in 9L tanks, females were housed in groups of four in 26.5L tanks (36L x 33W x 24H cm) with opaque external shading. Tanks of females were randomly assigned as control or predator exposed. The females in predator exposed tanks were chased daily for 30 seconds at a randomly chosen time with a rubber model of a sculpin (*Cottus* spp, SL: 7 cm) to simulate predation risk. Sculpin of this size are a known predator of stickleback eggs and juveniles in the Navarro River (personal observation). Females were chased 29.4±7.3 days (mean ± standard error); chased females were exposed to simulated predation risk prior to and during gravidity. Males and control females were not chased. Females were wild caught therefore it is possible that they experienced predation risk prior to the experiment, but they were randomly assigned to either the predator-exposed or control treatment. A promising future direction is to evaluate for how many generations in sticklebacks the effects of maternal exposure to predation risk persist. Further, it is possible that some of the genes differentially expressed in embryos as a result of maternal exposure to predation risk are not specific to predation risk, but instead are common to all stressors or to maternal effects in general. Future studies that expose mothers to multiple and various treatments could potentially distinguish those genes specific to predator-induced maternal effects.

### Rearing embryos

When females became visibly gravid they were netted from their tank and gently squeezed to obtain live eggs. Males were netted from their tank and immediately sacrificed with a fatal concentration (>0.2 mM) of MS-222 anesthetic. Testes were dissected from individual males, macerated, and the suspension was used to fertilize eggs in a glass petri dish. Egg fertilization was confirmed by observation under a light microscope. Clutches were obtained from n = 8 control and n = 8 predator-exposed females. Eggs were transferred to mesh-bottom cups in 9 L tanks with air bubblers directly beneath developing clutches. All embryo tanks were treated with 100 uL of methylene blue solution to prevent fungal infection. Unfertilized and infected eggs were removed daily. We sampled whole embryos at 72.040±0.012 (mean ± standard error) hours post-fertilization (3 dpf). By 3 dpf our embryos had pigmented eyes, melanopores, and intermittent tail spasms [50]. Morphological differentiation of the sexes in sticklebacks occurs no earlier than 11 dpf [51], so it was not possible to distinguish between male and female embryos. Embryos were collected between August and October, 2012. Embryos were placed in RNAlater RNA stabilization reagent (Life Technologies, Grand Island, NY) for one hour, and stored at -80C until total RNA extraction in February, 2013.

In our study gene expression was measured in whole embryos. As a result, many tissue-specific expression changes would not have been detected, particularly for genes that exhibit low levels of expression or are expressed in minute tissues. Measuring sex- and tissue-specific embryonic expression at multiple time-points is an obvious task for future study. Also, measuring cortisol in mothers, eggs, and offspring would be useful toward understanding possible mechanisms for the observed effects on gene expression, and is an obvious future direction. In this experiment it was our priority to obtain sufficient RNA from embryos for sequencing. Since the sacrifice of adult fish or viable eggs is necessary for the measurement of cortisol in sticklebacks it was therefore not possible to set aside a sufficient quantity of mothers, eggs, or offspring for steroid measurement.

### RNA Sequencing

To obtain sufficient quantity of RNA for quantitation, quality control, and template for cDNA library creation, we haphazardly selected and pooled ten embryos from each mother (n = 8 control and n = 8 experimental mothers, n = 160 embryos total). Pools represent independent mothers and so are treated as biological replicates. Embryo pools were homogenized and total RNA extracted from the homogenate using the AllPrep DNA/RNA Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions (as in [52]). Briefly, each embryo pool was frozen on dry ice in a 0.5 mL microcentrifuge tube, disrupted with a pestle, treated with extraction buffer containing β-mercaptoethanol, and then homogenized with a battery operated pestle grinder (Fisher Scientific, Fair Lawn, NJ). Total RNA was purified and treated with on-column DNase digestion (Qiagen). RNA was quantified on a Nanodrop spectrophotometer (Thermo Scientific, Hudson, NH) and quality verified on an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA). The quantity of total RNA obtained from embryo pools was 5.19±0.49 (mean ± standard error) micrograms.

For all samples cDNA libraries were constructed from 1 ug total RNA using the TruSeq Stranded RNAseq Sample Prep kit (Illumina Inc., San Diego, CA). These were quantitated on a Qubit fluorometer (Life Technologies, Grand Island, NY), run on an Agilent bioanalyzer chip, diluted to 10 nM, and quantitated again with qPCR. The library construction process selectively purified for mRNA using oligodT primers. Each of the 16 samples was individually barcoded. All samples were combined into a single pool which was divided in half and sequenced on two single-end lanes on an Illumina HiSeq 2000 (TruSeq SBS sequencing kit version 3) at the Roy J. Carver Biotechnology Center (Urbana, IL). RNA-sequencing of embryo samples produced over 356 million reads each 100 nt in length with average quality scores over 30; there were 22.28±0.48 million reads (mean ± standard error) per sample.

### Genome alignment and differential expression analysis

Raw reads were trimmed and trimmed reads aligned to the stickleback reference genome (BROADS1, Ensembl database version 71.1, Feb 2006) using TopHat 2 (version 2.0.8). Trimmed reads expressed at very low level were filtered out (described below). Across all samples 88.95±0.18 percent (mean ± stderr) of trimmed reads mapped to the genome, and 51.87±0.79 percent (mean ± stderr) that mapped to the genome mapped uniquely within known or predicted genes, consistent with other RNA-seq studies that used genomes with comparable assembly and annotation quality [53]. Genes were removed from the dataset if they were detected in only a single sample and at less than one count per million mapped reads (3339 genes) or if they had zero counts for all samples (1677 genes). The remaining 17440 out of the 22456 genes in the stickleback genome representing aligned reads were evaluated for differential expression between maternally-stressed and control embryos using two methods. First, we used the *exactTest* function in EdgeR (bioconductor.org, version 2.11). Second, we used Cufflinks/Cuffdiff (version 2.1.1). Cuffdiff employs an algorithm that probabilistically divides ambiguous fragments among genomic loci and then counts expression data at the transcript level, resulting in counts of Fragments Per Kilobase of exon per Million mapped reads (FPKM, [53]–[54]). EdgeR uses a different algorithm that counts reads at the gene level, applies a normalization factor that adjusts for library size, and reports the results as the logarithm of modified Counts Per Million mapped reads (logCPM, [53], [55]). The list of differentially expressed genes identified in EdgeR (n = 295 genes, FDR cutoff  = 0.10) was compared for overlap with the list generated in CuffDiff (n = 268 genes, FDR cutoff  = 0.05) and combined into a single dataset (Figure S1; n = 455 genes). We used different FDR cutoff values for EdgeR and CuffDiff analyses in order to offset the different algorithmic stringencies and obtain two lists with a comparable number of genes for each count method (Fig S1). The majority of genes falling between the 0.05 and 0.10 FDR thresholds in EdgeR are also significant within the Cuffdiff FDR≤0.05 threshold or they code for a different subunit of a gene that falls within the Cuffdiff threshold, confirming that our choice to use different FDR cutoffs did not greatly affect the composition of the gene list.

Stickleback Ensembl gene IDs were downloaded from BioMart (toplevel.fa version 70 ensemble.org) for all 455 differentially expressed genes along with 292 of the corresponding gene symbols (unique gene identifiers assigned by HGNC, http://www.genenames.org); 101 gene symbols for the remaining Ensembl IDs were obtained manually from the Ensembl database (release 71, Apr 2013) based on 1-to-1 orthology to other vertebrate species, for a total of 393 genes (∼86% of the dataset) with gene symbols. To visualize the general relationships between sample genome-wide expression levels we used the *plotPCA* command in R to visualize the clustering of samples on the first and second principle components.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [56] and are accessible through GEO Series accession number GSE56160 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56160)

### GO/pathway analysis

To identify enriched gene ontology (GO) categories the list of 393 genes with gene symbols was analyzed with the DAVID Functional Annotation Tool (v6.7; [57]–[58]) using the gene annotations and background genome of *H. sapiens*. A total of n = 317 of the genes with gene symbols (∼81%) were successfully recognized within DAVID. GO annotations representing biological processes (GOTERM_BP_FAT), cellular components (GOTERM_CC_FAT), molecular functions (GOTERM_MF_FAT), and KEGG pathways were considered significant with a FDR of 0.05. The DAVID analysis was carried out a second time using Human Ensembl IDs corresponding to 15504 of the 17440 detected stickleback genes (∼89%) to test the reliability of using genome as background. The majority of the 317 genes with gene symbols (>80%) were not represented in the output when Human Ensembl IDs converted from the list of detected stickleback genes were used as background, likely due to incomplete annotation of genes with official gene symbols within DAVID. Using the 17440 detected (i.e. expressed) genes as background instead of the whole genome reduced the total number of terms that met the FDR threshold but did not change the nature of the terms obtained (results not shown). Due to the fact that some gene symbols might not match between stickleback and humans and to test the effect of species-specific quality of annotation within DAVID we carried out additional analyses. The first additional analysis was run using mouse annotations and mouse genome background: 294 of 455 genes from the list of differentially expressed genes (64.6%) had corresponding gene symbols within DAVID. The second additional analysis was run using zebrafish annotations and zebrafish genome as background: 165 of the 455 differentially-expressed genes (36.3%) had corresponding gene symbols within DAVID. Finally to evaluate whether some of the identified GO terms might reflect spurious associations, a random list of n = 455 genes were selected from the total 17440 expressed genes in stickleback embryos and run through DAVID using human annotations and genome as background. This procedure was repeated three times. In all 71–75% of genes in the lists were mapped within DAVID, and all three trials produced no significant GO_BP, GO_CC, GO_MF, or KEGG pathways below the FDR = 0.05 cutoff.

A separate functional classification of the genes differentially expressed in stickleback embryos was performed using Ingenuity Pathways Analysis (IPA) (Ingenuity Systems, Redwood City, CA) using Human Ensembl Gene IDs converted from the 455 Stickleback Ensembl Gene IDs in BioMart. There were corresponding Human Ensembl Gene IDs for n = 302 of the 455 stickleback genes in the dataset (∼66%). However because the human genome has multiple orthologs per gene relative to the stickleback genome, the number of Human Ensembl Gene IDs (n = 596) we obtained was greater than the number of genes in the original dataset. Gene identifiers, their fold changes, and FDR values for the 596 human genes were uploaded to IPA and queried against the Ingenuity database to identify biological functions enriched in the dataset, at default stringency. A total of n = 334 of the 596 Human Ensembl Gene IDs (∼56%) were successfully recognized by IPA.

### Embryo morphological measurements

To understand whether changes in gene expression relate to morphological changes we measured total length and eye diameter on a subset of embryos. Clutches were thawed, decanted to glass petri dishes and photographed at 15× magnification under an Olympus SZX12 stereo light microscope with a DF Plapo 1x-PF objective and an Olympus DP26 camera. The anterior/posterior axis of each embryo (nose to tail, Fig S4) was digitally measured using the microscope's cellSens v1.6 Dimension software. Since a previous study in sticklebacks exposed to predators identified increased expression of genes associated with eye photoreceptor development [42] we predicted that maternal exposure to a predator might cause an increase in the size of the embryonic eye. To accurately measure embryo eye diameters photographs were printed and eyes measured with a ruler. The longest obtainable dimension from the area of eye pigmentation (Fig S4) of the largest visible eye of each embryo was recorded to the nearest 33.3 um. Since the physical reorientation of an embryo within the petri dish disturbed the orientation of several adjoining embryos it was not possible to obtain photographs that showed the eyes of all embryos. Therefore, we were unable to obtain dimensions of the eyes from some embryos (28%). We obtained data on embryo length from n = 127 embryos from n = 4 control mothers and n = 388 embryos from n = 14 predator-exposed mothers. We obtained data on eye diameter data from n = 92 embryos from 4 control mothers and n = 282 embryos from 14 predator-exposed mothers. Morphological data were normally distributed and were analyzed in SPSS (version 20.0) using a linear model with maternal treatment as a fixed effect and mother identity as a random effect. The model for eye diameter data was run with embryo length as a covariate.

## Results

### Overall expression patterns

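Each RNA-seq library was made from 10 whole embryos pooled from 1 clutch at 3 days post-fertilization, with 8 clutches of predator-exposed mothers, which were chased daily with a model sculpin, and 8 clutches of control mothers. The authors selected RNA with oligo(dT), aligned the trimmed reads to the stickleback genome BROADS1 with TopHat2 2.0.8 and deposited 2 values per gene and clutch, logCPM and FPKM. The logCPM values cover 17440 genes and are log2 CPM with a moderating prior that adds the equivalent of 2.77 CPM to each gene, so fold changes of weakly expressed genes are smaller on this scale than ratios of CPM. Whole reads were recovered from the logCPM values to within 3.8e-09 of a read. They came to 10091338 to 12765406 reads per clutch (median 12010474) in maternally-stressed embryos and 8950867 to 12601909 (median 11433871) in control embryos, and the group means did not differ beyond the spread between clutches (two-sided exact permutation test, p = 0.359). At these depths a count of 0 allows up to 3 reads, or 0.235 to 0.335 CPM depending on the clutch, for counting error only. The FPKM values, made with Cufflinks 2.1.1, cover 22456 gene models, of which 21028 had an FPKM above 0 in at least 2 clutches and were tested. Here the groups were compared with limma on logCPM at FDR 0.1 and on log2(FPKM + 1) at FDR 0.05, the thresholds the authors used for edgeR and Cuffdiff. CPM and FPKM are given as mean ± SD over clutches, and log2 fold changes are maternally-stressed over control. In simulated data of the same size, the test on logCPM recovered 63.5% of 200 genes changed 1.5-fold and 96.5% of those changed 2-fold. The simulated genes varied independently, with a spread between clutches that was set and not estimated from these clutches. Weakly expressed genes were not changed and changes under 1.5-fold were not simulated, so the shares recovered in the real data may be lower. The files give gene IDs without names, so genes are named only where Table S1 names them.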

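In maternally-stressed embryos, transcripts of the mitochondrial respiratory chain were among those that rose, and transcripts of RNA processing and ribosome assembly were among those that fell. Of the 5 subunits of NADH dehydrogenase (complex I) encoded in the nucleus that Table S1 names, all were higher and 3 rose past FDR 0.1, among them NDUFA7 with a log2 fold change of 0.36 (SE 0.08, adjusted p = 0.0779 from limma) and NDUFB8 with a log2 fold change of 0.35. All 4 splicing factors of a list fixed beforehand that Table S1 names were lower and 2 fell, including SRSF1, which had 153 ± 23.9 CPM in maternally-stressed embryos and 209 ± 23.6 CPM in control embryos (SD, n = 8 clutches per group). Of 6 nucleolar and ribosome assembly transcripts all were lower and 3 fell, among them NPM1 (nucleophosmin, ENSGACG00000020319) with a log2 fold change of -0.45. These members were chosen by the study on these samples, so their directions are not independent evidence. AOC2, an amine oxidase, fell with a log2 fold change of -0.46 (SE 0.06, adjusted p = 0.00946 from limma), and it was below every control clutch in 7 of 8 clutches. In all, 90 of 17440 genes passed FDR 0.1 on logCPM, of which 18 rose and 72 fell, and 65 of 21028 gene models passed FDR 0.05 on FPKM, of which 9 rose, 6 of them unnamed gene models of at most 350 nt, and 56 fell. Together 117 genes passed either threshold, 25 higher and 92 lower, but without exposed clutch 14_28 98 were higher and 85 lower, and with a pseudocount of 0.1 on FPKM 106 rose and 135 fell on that scale. With median-of-ratios scaling 15 genes passed on logCPM, 14 of them, AOC2 included, among the 90, and 1 on FPKM, while of the 3 complex I subunits, 2 splicing factors and 3 nucleolar transcripts above 0 passed in limma and all had an unadjusted p under 0.05. Leaving out 1 clutch moved the logCPM count between 7, without control clutch 21_14 or 5_14, and 1233, without exposed clutch 3_10. Without the 6 clutches that held the most structured non-coding RNA, 5 of them exposed, 0 genes passed on logCPM from limma in the remaining 3 exposed and 7 control clutches, and 1532 had an unadjusted p under 0.05. Other sets with as many clutches of each group left out at random gave a median of 3 genes, 0 in 7 of 50 sets and 3786 at most. Each of these sets also left out some of the exposed clutches high in structured RNA, so they are not a comparison free of it. Whether the loss goes with structured RNA or with fewer clutches therefore cannot be decided. The 6 clutches were also picked by a measure built from genes the study chose on these samples.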

There were n = 455 differentially expressed genes between embryos from control and predator-exposed mothers identified either by EdgeR, Cuffdiff, or both (Fig S1). Nearly twice as many genes were upregulated (n = 302) than downregulated (n = 153). 

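Among the genes that rose were GSTM4, a glutathione transferase, with 276 ± 45.4 CPM in maternally-stressed embryos and 194 ± 28.7 CPM in control embryos (SD, n = 8 clutches per group), and UBE2C, a ubiquitin-conjugating enzyme of mitosis, with a log2 fold change of 0.37 (SE 0.08, adjusted p = 0.0777 from limma). Among those that fell were EIF2S2, a subunit of translation initiation factor 2, with 230.1 ± 50.5 CPM in maternally-stressed embryos and 319 ± 24.3 CPM in control embryos (SD, n = 8 clutches per group), and CCDC9 with a log2 fold change of -0.46 (SE 0.10, adjusted p = 0.0654 from limma). All 295 genes that Table S1 lists from edgeR had the listed direction on logCPM, 172 of them higher and the rest lower. Of the 172, 18 rose past FDR 0.1 and 165 had an unadjusted p under 0.05 from limma, and of the lower genes, 40 fell and 122 had an unadjusted p under 0.05. The 267 gene models matched to the Cuffdiff list also had the listed direction on FPKM, 211 higher and 56 lower, of which 2 rose and 10 fell past FDR 0.05. An unadjusted p under 0.05 from limma was reached by 86 of the higher and 47 of the lower models. Table S1 was drawn from these samples, so the shared direction is not independent evidence. The other 32 genes that passed on logCPM are outside Table S1, and all 32 fell, but with median-of-ratios scaling 0 of them passed in limma and 29 had an unadjusted p under 0.05. The median log2 fold change of all 17440 genes was -0.05 on logCPM and 0.00 with median-of-ratios scaling, under which 4 genes rose and 11 fell, among them CCDC9, while GSTM4, UBE2C and EIF2S2 did not pass (adjusted p = 0.121, 0.142 and 0.121 from limma). The paper states that exposure of the mothers activated expression in their embryos, and it proposes that lower expression of genome-wide repressors of transcription goes with the larger number of upregulated genes.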

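Over the 172 genes that the edgeR list gives as upregulated, the mean expression per clutch, in standard deviations from each gene's mean, was 0.616 ± 0.257 in maternally-stressed embryos and -0.616 ± 0.125 in control embryos (SD, n = 8 clutches per group). The groups did not overlap, with 0.247 in exposed clutch 6_21 as the lowest of its group and -0.411 in control clutch 15_14 as the highest (exact permutation test, p = 1.6e-04, the smallest that 8 clutches against 8 allow). Over the genes the list gives as downregulated the mean was -0.678 ± 0.580 in maternally-stressed embryos and 0.678 ± 0.428 in control embryos (exact permutation test, p = 4.7e-04, n = 8 clutches per group). Here the groups overlapped, with 0.105 in exposed clutch 8_10, -0.0750 in exposed clutch 3_10 and -0.112 in control clutch 15_14. Among the genes given as upregulated, RANGRF had 24.4 ± 3.94 CPM in maternally-stressed embryos and 17.0 ± 2.42 CPM in control embryos (SD, n = 8 clutches per group). It was above every control clutch in 7 of 8 clutches. Among those given as downregulated, HOMER2, a scaffold protein of synapses, had 9.25 ± 1.67 CPM in maternally-stressed embryos and 13.5 ± 1.91 CPM in control embryos (SD, n = 8 clutches per group). It was below every control clutch in 7 of 8. With median-of-ratios scaling HOMER2 passed FDR 0.1 and RANGRF did not (adjusted p = 0.130 from limma). The genes were selected for their difference between these clutches, so the separation is not independent evidence.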

A heatmap comparing the expression patterns within and between samples shows the same pattern; roughly 2/3 of differentially-expressed genes were upregulated and 1/3 downregulated in embryos of predator-exposed mothers compared to embryos of control mothers (Fig 1). All of the genes that were identified as differentially expressed in both EdgeR and Cuffdiff (n = 108) were expressed in the same direction between control and maternally-stressed offspring (i.e. the technique used to compare read counts between treatments did not influence their nature of gene expression difference), and there was a high correlation (R2 = 0.855) between the magnitude of fold change (FC) according to each method (Fig S2). 

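PITPNB, a phosphatidylinositol transfer protein, fell on both scales, from 23.9 ± 3.80 to 16.2 ± 2.28 CPM and from 20.6 ± 3.14 to 13.0 ± 1.97 FPKM (SD, n = 8 clutches per group). CKS1B, a regulatory subunit of cyclin-dependent kinases, fell by 0.46 on the log2 scale on logCPM and by 0.60 on FPKM (adjusted p = 0.0614 and 0.0456 from limma). ZNHIT6, which takes part in box C/D snoRNP assembly, had fold changes of -0.44 on logCPM and -0.59 on FPKM on the log2 scale. In all, 38 genes passed both thresholds, and all 38 had the same direction on both. Only COX2 and FGFR1 rose past both, and none of the other genes that rose on logCPM passed on FPKM. Across the 38 genes, which are not independent replicates, the squared Pearson correlation of the log2 fold changes was 0.929. It depends on the distance between COX2 and FGFR1 and the genes that fell, and it was not computed without them. Among the 107 genes that Table S1 marks as shared and both sets of files hold, all 107 had the same direction on both scales, with a squared correlation of 0.818, but this list was chosen on these samples. With a pseudocount of 0.1 on FPKM, 65 genes passed both thresholds. With median-of-ratios scaling PITPNB and CKS1B passed on logCPM but not on FPKM (adjusted p = 0.0576 and 0.0757 from limma), and ZNHIT6 passed on neither.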

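Structured RNAs were among the genes with large ratios of mean CPM between the groups. The U3 small nucleolar RNA ENSGACG00000022354 had 34.7 ± 30.2 CPM in maternally-stressed embryos and 2.41 ± 4.86 CPM in control embryos (SD, n = 8 clutches per group), a ratio of 14.4. Control clutch 15_2 with 14.4 CPM set this ratio, which was 49.9 without it, and the gene did not pass FDR 0.1 (adjusted p = 0.128 from limma). Titin-like, a muscle transcript that rose past FDR 0.1 in limma, had a ratio below 2-fold, with 34.2 ± 8.54 CPM in maternally-stressed embryos and 20.5 ± 5.16 CPM in control embryos, and did not pass with median-of-ratios scaling. Of 450 Table S1 genes in the logCPM files, the ratio was over 2-fold for 73, with 51 higher and 22 lower in maternally-stressed embryos, and over 5-fold for 26, with 22 higher and 4 lower. These are counts of ratios over genes the study selected on the same clutches, and no test was applied to them.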

In all there were 81 genes with greater than two-FC expression difference between treatments (22 downregulated and 59 upregulated in maternally-stressed offspring compared to control) and 32 genes with greater than five-FC difference (5 downregulated, 27 upregulated). A complete list of differentially-expressed genes and their expression levels is provided in Table S1. Principle component analysis separated maternal treatments along two principle components (Fig S3), accounting for 18.7% and 12.0% of the variation, respectively.

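Component 1 took 28.8% of the variance of the 500 most variable genes on logCPM and component 2 took 16.1%. The mean score on component 1 did not differ between the groups beyond the spread between clutches (two-sided exact permutation test, p = 0.262). On component 2 the mean score was 3.36 ± 4.53 in maternally-stressed embryos and -3.36 ± 4.15 in control embryos (SD, n = 8 clutches per group, exact permutation test, p = 0.0115). The groups overlapped there, with scores from -3.11 to 9.17 in maternally-stressed embryos. Control clutch 15_2, which was also high in structured non-coding RNA, scored 6.28. Control clutch 21_14 with -1.85 lay above exposed clutches 6_21 with -2.43 and 14_28 with -3.11. Over all clutches, the mean of the structured non-coding RNAs of Table S1 had a Pearson r of 0.670 with component 2. With component 1, turned so that exposed clutches scored higher on average, r was 0.714. This mean was itself higher in exposed clutches, so component 2 cannot be read as exposure alone.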

**Figure 1:**
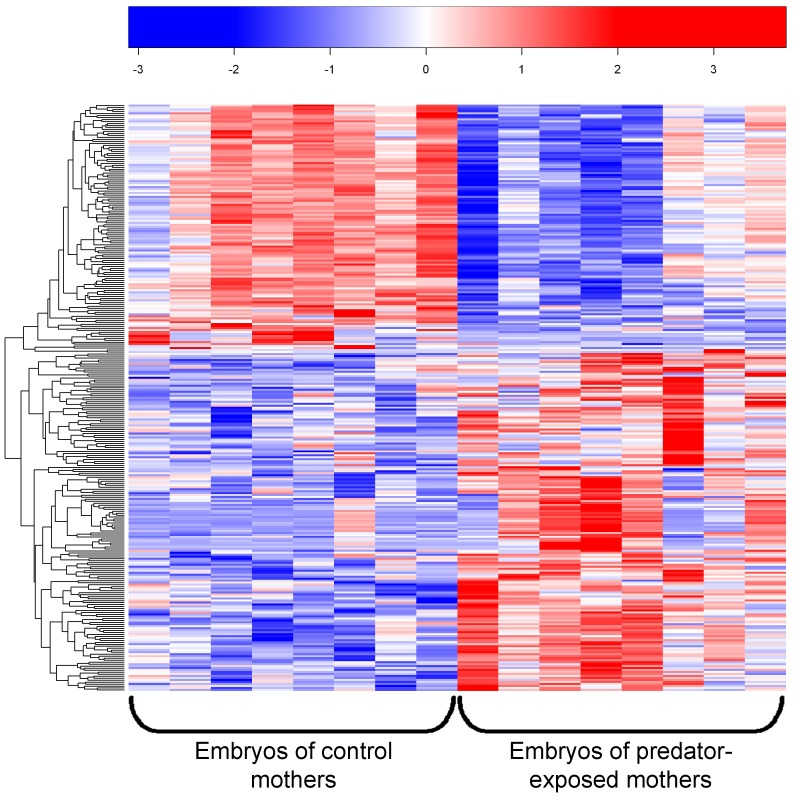
Exposing mothers to a predator led to an overall activation of genes in stickleback embryos. The heatmap shows the general pattern of gene regulation for the 295 genes differentially expressed (EdgeR) as a result of maternal exposure to predation risk. Red  =  upregulated, blue  =  downregulated compared to the mean value of a gene from all samples. Rows represent genes and columns represent clutches (one clutch per mother, n = 16 mothers total). log(CPM) data are normalized for library size and scaled so that every gene has the same mean (0) and standard deviation; units of change are standard deviations from the mean, and each row has the same range of color values.

Using the human genome as background, GO enrichment analysis in DAVID revealed nine biological processes, seven cellular components, four molecular functions, and five KEGG pathways that were enriched in the dataset (FDR<0.05) (Table 1), including GO terms related to mitochondrial functioning, oxidative metabolism, neurological disease, and immune function. Changing the annotation and background from human to mouse and zebrafish tested whether the quality of between-species annotations within DAVID influenced the quality of GO and KEGG enrichment results. Using mouse annotations instead of human led to the inclusion of GO_BP terms associated with osmoregulation and coagulation, but did not largely change the GO_CC, GO_MF, or KEGG pathway annotations (Table S2). Using zebrafish annotations instead of human led to the inclusion of a new GO_BP term “generation of precursor metabolites and energy”, though this is not largely different from previously obtained GO_BP terms, and fewer terms met the FDR threshold (Table S3). The consistent recovery of GO and KEGG enrichment results across species, coupled with the failure of randomly-drawn gene lists to identify any significant GO terms, suggests that the results of the original DAVID analysis (Table 1) are robust and are not heavily biased by the use of human annotations and genome background.

**Table 1:** The most overrepresented biological annotations from the list of genes differentially expressed as a result of maternal exposure to predation risk.

Category	Term	Number of genes	Fold Enrichment	P-Value	FDR
GOTERM_BP_FAT	respiratory electron transport chain	12	9.7	3.40E-08	0.000057
	ATP synthesis coupled electron transport	11	10.1	9.80E-08	0.000170
	mitochondrial ATP synthesis coupled electron transport	11	10.1	9.80E-08	0.000170
	oxidation reduction	34	2.7	2.40E-07	0.000400
	cellular respiration	13	6.9	3.40E-07	0.000590
	electron transport chain	13	5.9	2.00E-06	0.003400
	oxidative phosphorylation	12	6.3	2.80E-06	0.004800
	cellular amino acid derivative metabolic process	15	4.7	4.00E-06	0.006900
	energy derivation by oxidation of organic compounds	13	4.7	2.20E-05	0.038000
					
GOTERM_CC_FAT	respiratory chain	13	9.3	1.20E-08	0.000016
	mitochondrial inner membrane	22	3.9	2.50E-07	0.000340
	mitochondrial membrane	25	3.4	3.10E-07	0.000410
	organelle inner membrane	22	3.6	8.40E-07	0.001100
	mitochondrial envelope	25	3.2	9.40E-07	0.001300
	mitochondrial respiratory chain	10	8.4	2.50E-06	0.003400
	mitochondrial membrane part	12	5.2	2.00E-05	0.027000
					
GOTERM_MF_FAT	heme-copper terminal oxidase activity	7	12.7	1.40E-05	0.021000
	oxidoreductase activity, acting on heme group of donors, oxygen as acceptor	7	12.7	1.40E-05	0.021000
	oxidoreductase activity, acting on heme group of donors	7	12.7	1.40E-05	0.021000
	cytochrome-c oxidase activity	7	12.7	1.40E-05	0.021000
					
KEGG_PATHWAY	Parkinson's disease	17	4.9	2.10E-07	0.000240
	Oxidative phosphorylation	17	4.9	2.60E-07	0.000300
	Complement and coagulation cascades	12	6.5	1.60E-06	0.001900
	Alzheimer's disease	17	3.9	5.50E-06	0.006400
	Huntington's disease	17	3.5	2.00E-05	0.023000

Genes were mapped to their associated biological process (BP_FAT), cellular component (CC_FAT), molecular function (MF_FAT), and KEGG pathways using *Homo sapiens* gene annotations and genome background within the DAVID Functional Annotation Tool (v6.7). Only terms with FDR <0.05 and ≥2 genes were included.

Pathway analysis in IPA revealed 13 clusters that represent cell proliferation, hematopoeisis, sensory organ development (especially eye development), adhesion of immune cells, kidney development, and metabolism of amino acids (Table 2).

**Table 2:** The most overrepresented biological functions (n≥10 molecules) from an enrichment analysis (Ingenuity Pathway Analysis software) of genes differentially expressed as a result of maternal exposure to predation risk.

Functional Annotation	# molecules	p-value	Sample molecules
quantity of cells	52	0.0032	ADD3, AGR2, AOC3, ATF4, BARHL2, C3, C6, CCND2, CD200, CISH, CP, CXCL12, CYP2J2, DNMT3B, EEF1D
quantity of blood cells	38	0.000463	ADD3, AGR2, ATF4, C3, C6, CCND2, CD200, CISH, CXCL12, EEF1D, ETV6, F2, FUT4, GNB3, HBA1/HBA2
morphology of embryonic tissue	22	0.00516	AHCTF1, DAD1, DRAP1, ETV6, F2, FGFR1, HES5, HIRA, HIST1H1C, HIST1H1D, HIST1H1E, KRT8, NCKAP1
development of sensory organ	20	0.00537	ATF4, BFSP2, CP, DNMT3A, FGFR1, GJA8, GNB3, GPX4, HES5, KNG1, LIM2, NEUROD4, POU3F4, PSAP, RARG
morphology of connective tissue	19	0.00419	ADD3, DNAJA1, ETV6, F2, HBA1/HBA2, HBB, HBD, HBZ, HIST1H1C, HIST1H1D, HIST1H1E, POU3F4, PSAP
eye development	18	0.00232	ATF4, BFSP2, CP, DNMT3A, GJA8, GNB3, GPX4, HES5, KNG1, LIM2, NEUROD4, PSAP, RARG, SOD1, SOD2
adhesion of tumor cell lines	15	8.89E-05	ALOX15B, APOH, B4GALNT2, CXCL12, CYP2J2, DBF4, F2, KNG1, NFKBIA, PXN, RAC1, RAP1GAP, S100P
aggregation of cells	14	0.00219	CP, CXCL12, ETV6, F2, KNG1, LGALS1, NFASC, NPHS1, PLCB2, PXN, SERPINC1, PERPIND1, VASP, VTN
adhesion of immune cells	14	0.0066	AOC3, APOH, C3, CD200, CXCL12, EZR, F2, FUT4, KNG1, NFKBIA, RAC1, RAP1GAP, VASP, VTN
morphology of the eye	13	0.00305	ATF4, BFSP2, CP, GJA8, GNB3, GPX4, HES5, NEUROD4, PSAP, RARG, SOD1, SOD2, VSX1
abnormal morphology of extraembryonic tissue	12	0.000529	DAD1, ETV6, F2, FGFR1, HIRA, HIST1H1C, HIST1H1D, HIST1H1E, POU2F1, PXN, TFPI, YAP1
kidney development	11	0.0105	EZR, FABP2, FGFR1, HBB, IGFBP2, LCAT, ODC1, PSAP, SOX4, TFAP2B, TKT
metabolism of amino acids	10	0.0006	ARG2, ATF4, BHMT, BHMT2, CKB, CXCL12, GPT, HAL, QDPR, TDO2

# molecules  =  the number of unique RNA molecules (i.e. differentially expressed genes) associated with a function within the IPA database; p-value  =  the enrichment p-value for the function; Sample molecules  =  a sample of genes associated with the function that were differentially expressed in maternally-stressed embryos compared to embryos of control mothers in the direction of regulation expected for association with the biological function.

### Metabolism genes

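Transcripts of the mitochondrial genome took a larger share of the reads in maternally-stressed embryos, 1.14% ± 0.380 against 0.692% ± 0.0918 in control embryos (SD, n = 8 clutches per group, two-sided exact permutation test, p = 0.00155). COX2, a subunit of cytochrome c oxidase (ENSGACG00000020938, mitochondrial genome of BROADS1 from 7173 to 7863), rose, with 2905 ± 828 CPM in maternally-stressed embryos and 1550.4 ± 303 CPM in control embryos, which is a log2 fold change of 0.88 (SE 0.15, adjusted p = 0.0336 from limma). It was above every control clutch in 7 of 8 clutches. CYTB, a subunit of complex III, rose as well, with a log2 fold change of 0.62 (SE 0.15, adjusted p = 0.0998 from limma). The other subunits of cytochrome c oxidase did not pass FDR 0.1, and their log2 fold changes were 0.57 for COX1, 0.48 for COX3, 0.49 for COX4I2, 0.40 for COX5B and 0.25 for COX7C on logCPM, and 0.26 for COX6A2 on FPKM. On FPKM COX5B was 0.02 and COX7C 0.10. Embryonic hemoglobins did not pass either, with log2 fold changes of 0.52 (SE 0.16) for hbbe1.1 and 0.36 (SE 0.11) for hbae1 ENSGACG00000013880 on logCPM, and hbbe1.1 had 0.34 on FPKM. The other hbae1 gene, ENSGACG00000013889, had 0.31 on FPKM. For ENSGACG00000013880 the mean CPM was far below the mean FPKM, so its fold change on logCPM may not represent the gene. LDHD, a lactate dehydrogenase, had 23.5 ± 2.94 CPM in maternally-stressed embryos and 19.2 ± 1.24 CPM in control embryos and was above every control clutch in 7 of 8 clutches, at an adjusted p of 0.137 from limma. Of the 16 genes of the mitochondrial genome, a set formed after the data were seen, 14 were higher and 2 passed FDR 0.1, with 9 higher when adjusted over the list alone. Their median log2 fold change was 0.46, with p = 9.5e-12 from camera in limma and p = 0.0321 with an estimated correlation. With the mean of the structured non-coding RNAs as a covariate this median was 0.15. CYTB did not pass with median-of-ratios scaling or on FPKM.

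**Figure D1:**
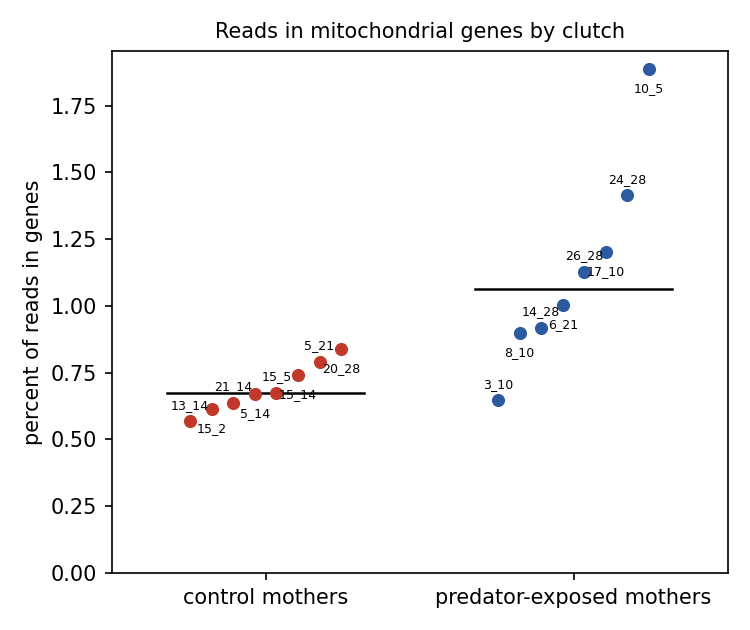
Percent of the reads in genes that fell on genes of the mitochondrial genome, 1 point per clutch, with a line at each group's median. The 8 clutches of predator-exposed mothers lie between 0.646% and 1.89%, and 7 of them lie above the highest control clutch at 0.840%.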

Several genes involved in oxygen transport, ATP synthesis, and other metabolic processes were significantly upregulated in maternally-stressed embryos including embryonic hemoglobin alpha (hbae1) and beta (hbbe1.1), all of the major cytochrome c oxidase subunits (COX1,2,3,4i2,5b,6a2,7c), cytochrome b (CYTB), and lactate dehydrogenase D (LDHD). 

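TRIP13, an ATPase of the meiotic and mitotic checkpoints, lies on groupXX from 9954952 to 9958461 of BROADS1 and had 27.5 ± 5.32 CPM in maternally-stressed embryos and 36.7 ± 5.28 CPM in control embryos (SD, n = 8 clutches per group). Its log2 fold change was -0.39 (SE 0.10), and 7 of 8 clutches of predator-exposed mothers lay below the control median. It did not pass FDR 0.1 (adjusted p = 0.120 from limma).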

The gene encoding thyroid hormone receptor interactor 13 (TRIP13) was downregulated.

### Neural development genes

Numerous genes involved in the differentiation of neurons and the formation and survival of neurites were differentially expressed between maternal treatments (Fig 2a). These included upregulation of two genes that encode cerebellin 9 (cbln9), a gene encoding the fibroblast growth factor receptor 1 (FGFR1), ceruloplasmin (CP), and orthodenticle homeobox 2 (OTX2), and downregulation of quaking (QKI), drebrin (DBN1), and the microRNA miR-9a (ola-mir-9a-1). 

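FGFR1, a receptor for fibroblast growth factors (ENSGACG00000015518, groupXIV from 216901 to 226574), rose, with 5.33 ± 1.64 CPM in maternally-stressed embryos and 2.39 ± 0.519 CPM in control embryos (SD, n = 8 clutches per group). Its log2 fold change on the moderated scale was 0.63 (SE 0.12, adjusted p = 0.0419 from limma), against a log2 ratio of mean CPM of 1.16. In 7 of 8 clutches of predator-exposed mothers it was above every control clutch. It was the only one of the 8 neural genes past FDR 0.1, and it passed with median-of-ratios scaling too. The RNA-binding protein QKI had 69.6 ± 15.5 CPM in maternally-stressed embryos and 96.6 ± 16.5 CPM in control embryos, with an adjusted p of 0.120, and the actin-binding protein DBN1 had a log2 fold change of -0.33 (SE 0.09). All 8 clutches of predator-exposed mothers were below the control median for both. The cbln9 genes had log2 fold changes of 0.72 (SE 0.20, ENSGACG00000014852, logCPM) and 0.50 (SE 0.23, ENSGACG00000003030, FPKM), and CP, a copper-carrying ferroxidase, had 0.64 (SE 0.21). The microRNA gene ola-mir-9a-1 had 0.469 ± 0.230 CPM in maternally-stressed embryos and 1.32 ± 0.635 CPM in control embryos, from 2 to 10 reads per exposed clutch and 7 to 21 per control clutch. All 8 genes had the direction given in Table S1 and 7 had an unadjusted p under 0.05, but they were chosen on these samples. OTX2, a transcription factor of eye and forebrain development, had a log2 fold change of 0.30 on FPKM, which was 0.02 without exposed clutch 3_10, 0.11 without control clutch 5_21 and 0.56 without exposed clutch 10_5 or 17_10.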

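Gamma crystallins, the structural proteins of the lens, were higher on average in maternally-stressed embryos, and none passed the test. The crygm gene ENSGACG00000013964 had 137 ± 45.5 CPM in maternally-stressed embryos and 96.7 ± 23.1 CPM in control embryos (SD, n = 8 clutches per group), with an adjusted p of 0.247 from limma on logCPM. The other 9 crygm genes, which Table S1 lists from Cuffdiff, had log2 fold changes on FPKM from 0.19 (SE 0.22, ENSGACG00000008734) to 0.39 (SE 0.27, ENSGACG00000017294). BCMO1, which cleaves beta-carotene to retinal, had a log2 fold change of 0.33 on logCPM (SE 0.15), and all 8 clutches were above the control median. BFSP2, a filament protein of lens fibers, had 3.57 ± 5.06 CPM in maternally-stressed embryos and 1.98 ± 1.37 CPM in control embryos. Of the 13 eye genes, all were higher, 0 passed the threshold in limma and 2 had an unadjusted p under 0.05, and the genes were chosen on these samples. Exposed clutch 3_10 decided several of these values, since without it the log2 fold change on logCPM of BFSP2 went from 0.23 to -0.02, that of RCVRN, the retinal calcium sensor recoverin, from 0.27 to -0.04, and that on FPKM of the crygm gene ENSGACG00000008753 from 0.22 to 0.03. Other clutches moved RCVRN to 0.43 (without exposed 10_5), 0.41 (exposed 17_10), 0.40 (control 21_14), 0.17 (control 13_14) and 0.15 (control 5_21), and ENSGACG00000008753 to 0.42 (exposed 10_5), 0.14 (exposed 14_28), 0.13 (control 15_5) and 0.11 (control 5_21). For the ends of the crygm range, ENSGACG00000017294 went to 0.24 without 3_10, and ENSGACG00000008734 to 0.08 without 3_10, 0.35 without exposed clutch 10_5, 0.12 without exposed clutch 14_28 and 0.10 without control clutch 5_21.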

Genes involved in eye formation were also upregulated, including ten genes coding for gamma crystallin (crygm).

**Figure 2:**
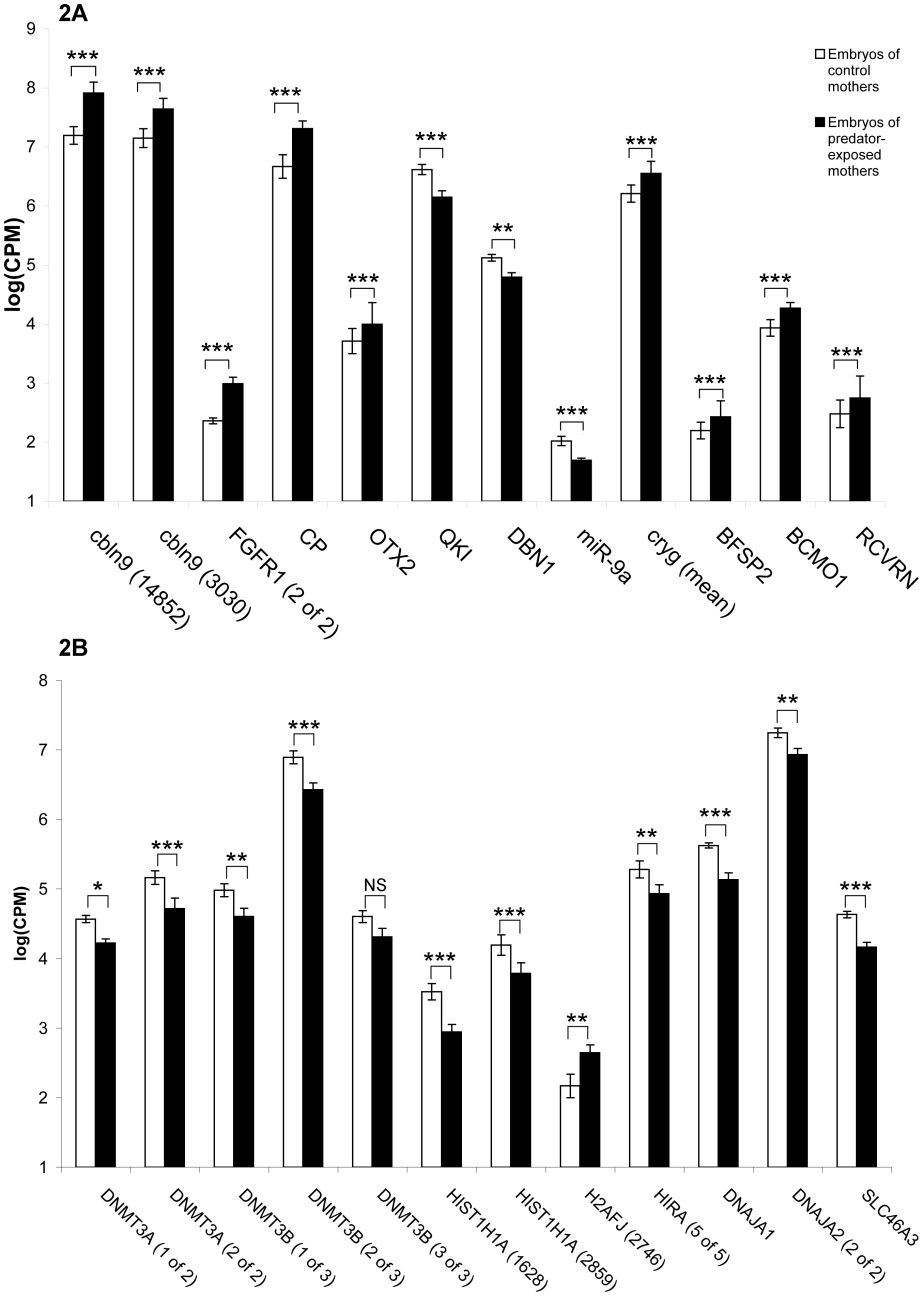
Maternal exposure to predation risk altered expression of embryonic genes involved in neural growth and epigenetic modification. A) The expression of DNA methyltransferase genes, histone genes, and genes that interact with histone and DNA methylation in 3dpf stickleback embryos from mothers exposed to a predator and control mothers. B) The expression of genes involved in the proliferation and differentiation of neurons. Each bar represents the mean ± standard error of the logarithm of adjusted Counts Per Million mapped reads across clutches of embryos from n = 8 mothers, and 10 pooled embryos per clutch. NS = raw p-value>0.05, *p<0.05, **p<0.01, ***p<0.001.

### Glucocorticoid-associated genes

In three day post-fertilization sticklebacks the HPI axis is not yet active (Paitz et al, unpublished). Therefore we did not expect to observe the differential expression of genes related to cortisol synthesis in this study. As predicted, several genes central to HPI axis function were not expressed at all (i.e. all samples <1 CPM), including corticotropin-releasing hormone (CRH), the CRH receptor 1 (CRHR1), one gene encoding proopiomelanocortin (POMC), the adrenocorticotropic hormone receptor (MC2R), and one of the genes encoding 3-β-hydroxysteroid dehydrogenase (HSD3B2), which is involved in the de novo synthesis of cortisol. Interestingly, however, some genes related to HPI axis functioning were expressed at low levels but were not significantly different between maternal treatments, including the second gene encoding POMC, and the genes encoding proprotein convertase 1 (PCSK1) and steroidogenic acute regulatory protein (star). Several genes involved in the production of cortisol precursors, and the reception and metabolism of cortisol were expressed at detectable levels but were not differentially expressed between maternal treatments, including one of the genes encoding 3-β-hydroxysteroid dehydrogenase (HSD3B7), the genes encoding 11β-hydroxysteroid dehydrogenase 2 (HSD11B2) and 3 (11-beta-hsd3), and the two genes that code for glucocorticoid receptor (NR3C1). There was one gene, the FK506 binding protein 4 (FKBP4), that was differentially expressed (downregulated in maternally-stressed embryos). Also differentially expressed in maternally-stressed embryos were genes that are known to have altered expression in tissues treated with the synthetic glucocorticoid dexamethasone, including downregulation of C3 and retinoic acid receptor gamma (RARG), and upregulation of SOD1, CISH, NFKBIA, and IGFBP2.

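FKBP4, a co-chaperone of steroid hormone receptors (ENSGACG00000012979, groupXIX from 16717213 to 16723523), fell, with 138 ± 19.6 CPM in maternally-stressed embryos and 176 ± 16.3 CPM in control embryos (SD, n = 8 clutches per group). This is a log2 fold change of -0.35 (SE 0.08, adjusted p = 0.0881 from limma), and 7 of 8 clutches of predator-exposed mothers were below every control clutch. It did not pass with median-of-ratios scaling, at a log2 fold change of -0.27, nor on FPKM, at -0.44 with an adjusted p of 0.0507.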

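SOD1, the cytosolic superoxide dismutase, had 245 ± 15.2 CPM in maternally-stressed embryos and 210.1 ± 18.3 CPM in control embryos (SD, n = 8 clutches per group), and IGFBP2, which binds insulin-like growth factors, had 11.6 ± 1.36 CPM in maternally-stressed embryos and 9.41 ± 0.662 CPM in control embryos. The retinoic acid receptor RARG had 4.88 ± 1.55 FPKM in maternally-stressed embryos and 7.21 ± 0.859 FPKM in control embryos (SD, n = 8 clutches per group). For all 3 genes every clutch of predator-exposed mothers was on the same side of the control median. Log2 fold changes were 0.27 (SE 0.10) for CISH, a suppressor of cytokine signalling, and 0.22 (SE 0.08) for NFKBIA, and on FPKM SOD1 had 0.14, against 0.22 on logCPM, and CISH 0.18. None of these 5 genes passed the threshold, at adjusted p of 0.112 for SOD1, 0.148 for IGFBP2 and 0.0822 for RARG from limma, where RARG was tested on FPKM at FDR 0.05. All 5 had an unadjusted p under 0.05, but the study chose them on these samples.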

Glucocorticoids can affect immunity [43], [59] and as expected, many genes involved in the immune response were differentially expressed in maternally-stressed embryos. Four genes encoding complement component 3 (C3) were significantly downregulated in maternally-stressed embryos, but a different two C3 genes were upregulated. 

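Of the 6 complement C3 genes, 4 were lower and 2 higher on average, and none of the 6 passed FDR 0.05 on FPKM in limma, where 2 had an unadjusted p under 0.05. The largest difference was that of ENSGACG00000001264, which had 7.26 ± 5.89 FPKM in maternally-stressed embryos and 16.1 ± 8.80 FPKM in control embryos (SD, n = 8 clutches per group), a log2 fold change of -1.09 (SE 0.48, adjusted p = 0.210 from limma), and of -0.69 on logCPM. The other 3 lower genes had log2 fold changes from -0.60 (SE 0.35, ENSGACG00000018842) to -0.49 (SE 0.35, ENSGACG00000001267), and each was below the control median in 7 of 8 clutches. Among the higher genes, ENSGACG00000001742 had 16.0 ± 5.23 FPKM in maternally-stressed embryos and 10.7 ± 5.22 FPKM in control embryos (SD, n = 8 clutches per group) and was above the control median in all 8 clutches, and ENSGACG00000001260 had a log2 fold change of 0.20 (SE 0.19). The log2 fold change of ENSGACG00000001742 went from 0.63 to 0.41 without control clutch 15_2, and that of ENSGACG00000001260 to 0.10 without exposed clutch 14_28 and to 0.37 on logCPM.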

Among others upregulated were complement component 6 (C6), 8B (C8B), and NFKB-inhibitor alpha (NFKBIA). 

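C6, a component of the membrane attack complex, had 2.27 ± 1.08 FPKM in maternally-stressed embryos and 1.55 ± 0.605 FPKM in control embryos (SD, n = 8 clutches per group), a log2 fold change of 0.32 (SE 0.20). C8B, another component of this complex, had a log2 fold change of 0.24 (SE 0.19), and of 0.15 without exposed clutch 14_28. Neither passed FDR 0.05 (adjusted p = 0.374 and 0.474 from limma), and both differences were smaller than the SD of the exposed clutches.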

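NLRX1, a mitochondrial protein of the NLR family (ENSGACG00000001784), had 0.271 ± 0.232 CPM in maternally-stressed embryos and 0.842 ± 0.450 CPM in control embryos (SD, n = 8 clutches per group), which is 0 to 7 reads per exposed clutch and 6 to 20 reads per control clutch. Its log2 fold change on the moderated scale was -0.24 (SE 0.07, adjusted p = 0.136 from limma), against -0.51 on FPKM, and 7 of 8 clutches of predator-exposed mothers were below every control clutch. IGHM, the constant region of the immunoglobulin M heavy chain, had 0.0109 ± 0.0308 CPM in maternally-stressed embryos and 0.516 ± 1.28 CPM in control embryos. IGHM had 1 read over all exposed clutches and at most 2 in any control clutch but 15_2, which had 33 (3.69 CPM) and decided the difference, since the log2 fold change went from -0.18 to -0.03 without it. Neither gene passed FDR 0.1.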

Genes that were downregulated included immunoglobulin heavy constant mu (IGHM) and NLR family member X1 (NLRX1).

### Accelerated development genes

We detected the differential expression of several genes involved in normal development, including genes responsible for the genome-wide epigenetic control of gene expression. Several genes involved in the maintenance of epigenetic modifications (Fig 2b) were differentially expressed, including two DNA methyltransferases (DNMT3A and DNMT3B), and three genes encoding histone proteins (HISTH1A, H2AFJ).

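DNAJA1, a co-chaperone of heat shock proteins that Fig. 2 shows with these genes, fell, with 32.9 ± 6.49 CPM in maternally-stressed embryos and 47.0 ± 6.30 CPM in control embryos (SD, n = 8 clutches per group), a log2 fold change of -0.49 (SE 0.10, adjusted p = 0.0657 from limma). The linker histone gene HIST1H1A ENSGACG00000014874 fell too, with 0.531 ± 0.206 CPM in maternally-stressed embryos and 1.29 ± 0.468 CPM in control embryos, from 4 to 9 reads per exposed clutch and 6 to 19 per control clutch (adjusted p = 0.0974 from limma), with a log2 fold change of -0.29 on logCPM and -0.75 on FPKM. The de novo DNA methyltransferases DNMT3A and DNMT3B had log2 fold changes of -0.44 (SE 0.14) and -0.47 (SE 0.13), and both were below the control median in 7 of 8 clutches. Neither passed FDR 0.1 (adjusted p = 0.144 and 0.131 from limma). HIRA, a chaperone of histone H3, had 28.3 ± 5.74 CPM in maternally-stressed embryos and 36.2 ± 2.61 CPM in control embryos at an adjusted p of 0.125. Of 10 genes of this group, which the study chose on these samples, 2 passed and all 10 had an unadjusted p under 0.05. HIST1H1A ENSGACG00000014874 did not pass with median-of-ratios scaling.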

Interestingly, genes involved in sexual differentiation were also differentially expressed between treatments. Enzymes responsible for the metabolism of sex steroids were upregulated including steroid sulfatase (STS) and 17β hydroxysteroid dehydrogenase 10 (HSD17B10). 

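STS, which removes sulfate from steroids, had 13.7 ± 4.63 CPM in maternally-stressed embryos and 8.79 ± 2.86 CPM in control embryos (SD, n = 8 clutches per group), and 5 of 8 clutches of predator-exposed mothers were above every control clutch. HSD17B10, a mitochondrial dehydrogenase, had 126 ± 9.11 CPM in maternally-stressed embryos and 108 ± 7.99 CPM in control embryos, and 6 of 8 clutches were above every control clutch. The log2 fold changes were 0.52 (SE 0.18) for STS and 0.22 (SE 0.06) for HSD17B10, which had 0.14 on FPKM. Neither passed FDR 0.1 (adjusted p = 0.178 and 0.120 from limma).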

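GNRHR1 (ENSGACG00000014832, groupII from 5125390 to 5127551) was covered by 1 to 15 reads per clutch of predator-exposed mothers and 3 to 47 per control clutch. It had 0.615 ± 0.442 CPM in maternally-stressed embryos and 2.04 ± 1.71 CPM in control embryos (SD, n = 8 clutches per group), and all 8 clutches of predator-exposed mothers were below the control median. Its log2 fold change on the moderated scale was -0.45 (SE 0.16), which did not pass FDR 0.1 (adjusted p = 0.184 from limma).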

Gonadotropin-releasing hormone receptor 1 (GNRHR1), responsible for the reception of GNRH and subsequent release of LH and FSH during sexual maturation, was downregulated. Also upregulated were the male sex-determining protein (DMRT1Y) and one gene encoding sex determining region Y-box 4 (SOX4).

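DMRT1Y, a transcription factor of the DMRT1 family, had 12.1 ± 1.95 CPM in maternally-stressed embryos and 8.90 ± 0.844 CPM in control embryos (SD, n = 8 clutches per group), and 6 of 8 clutches of predator-exposed mothers were above every control clutch. Its log2 fold change was 0.34 (SE 0.09, adjusted p = 0.112 from limma). SOX4, a transcription factor of the SOX family, had 5.06 ± 3.61 FPKM in maternally-stressed embryos and 3.32 ± 0.872 FPKM in control embryos (SD, n = 8 clutches per group). Its log2 fold change of 0.37 (SE 0.23) on FPKM went to 0.16 without exposed clutch 3_10, and neither gene passed the threshold.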

### Non-coding RNAs

Several non-coding RNAs were differentially expressed in embryos as a result of maternal exposure to predation risk including upregulation of many small nucleolar RNAs (SNORA 3, 18, 23, 73 and 74; SNORD 15, SNOU 1, 3, 4 and 85), upregulation of two novel microRNAs (ENSGACG00000022837, ENSGACG00000022725), and downregulation of the microRNA miR-9a.

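Small nucleolar and small nuclear RNAs, which mostly lack a poly(A) tail, were high in some clutches and low in others. Summed over the 27 structured RNAs of Table S1 in the logCPM files, they came to 308 ± 248 CPM in maternally-stressed embryos and 71.6 ± 77.6 CPM in control embryos (SD, n = 8 clutches per group, two-sided exact permutation test, p = 0.0135). The study selected these 27 RNAs for their difference between these clutches, so this test is not independent evidence. The sum was 292 to 726 CPM in exposed clutches 10_5, 17_10, 24_28, 26_28 and 8_10 and 263 CPM in control clutch 15_2, and 32.9 to 69.6 CPM in the other 10 clutches, 3 of them exposed. The U3 gene ENSGACG00000022393 had 46.5 ± 37.9 CPM in maternally-stressed embryos and 4.96 ± 9.59 CPM in control embryos, and the U1 gene ENSGACG00000021815 had 7.88 ± 6.95 CPM in maternally-stressed embryos and 0.886 ± 2.17 CPM in control embryos, and without clutch 15_2 their control means were 1.58 and 0.119 CPM. SNORA74 had a log2 fold change of 0.55 (SE 0.14), SNORD15 of 0.62 (SE 0.18), SNORA23 of 0.40 (SE 0.13) and snoU85 of 0.65 (SE 0.22) on logCPM, and these were 2.30, 3.37, 1.70 and 1.78 on FPKM. The microRNA gene ola-mir-9a-1 was lower on average, with a log2 fold change on the moderated scale of -0.33 (SE 0.08, adjusted p = 0.112 from limma). Of the 20 other non-coding RNA genes, all of them given as upregulated in Table S1, all 20 were higher, 0 passed the threshold in limma and 18 had an unadjusted p under 0.05. They were chosen by the study on these samples, so their direction is not independent evidence.

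**Figure D2:**
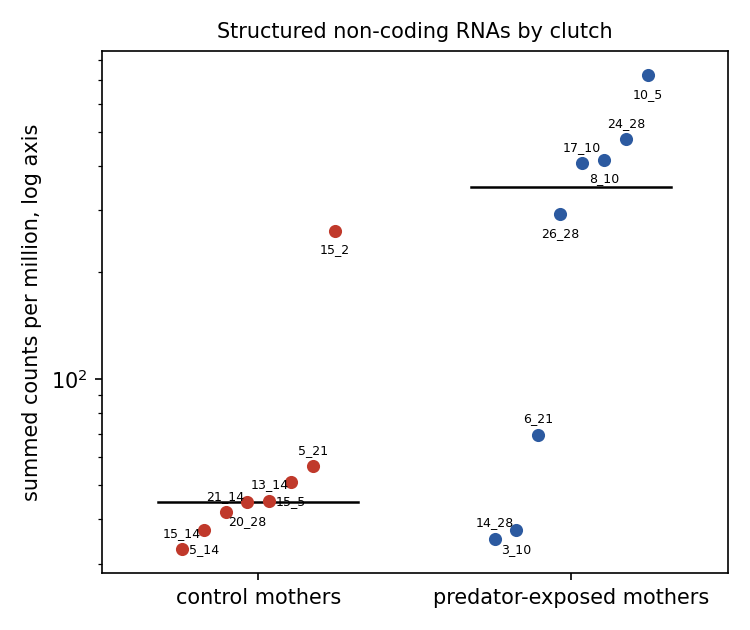
Summed CPM of the structured non-coding RNAs of Table S1 on a log axis, 1 point per clutch, with a line at each group's median. Exposed clutches 10_5, 17_10, 24_28, 26_28 and 8_10 and control clutch 15_2 lie above the other 10 clutches.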

### Embryo morphology

Embryos of mothers exposed to predation risk were longer along the anterior-posterior axis (1723.0±10.3 um, mean ± standard error) than embryos of control mothers (1646.7±13.9 um; F_1,14.4_ = 5.241, p = 0.038; Figure 3). We did not detect an effect of maternal predator exposure on embryonic eye diameter (offspring of predator-exposed mothers: 393.0±3.4 um, offspring of control mothers: 385.5±5.3 um; F_1,16.1_ = 0.629, p = 0.439).

**Figure 3:**
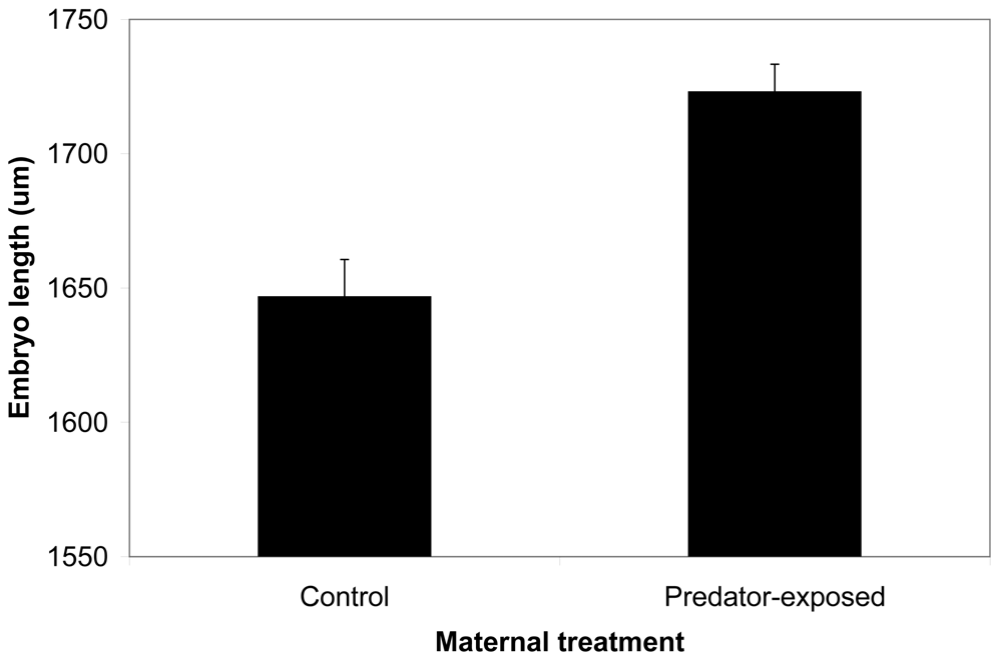
Embryos of stickleback mothers exposed to predation risk were longer than embryos of control mothers. Three days post-fertilization embryos of control mothers (n = 127 embryos) and mothers that were chased with a model predator (n = 388 embryos) were measured along the anterior-posterior axis. Embryos of predator-chased mothers were significantly longer than control mothers (F_1,14.4_ = 5.241, p = 0.038).

## Discussion

This unbiased genome-wide expression survey identified some of the molecular mechanisms in embryos that respond to maternal experience. In general, maternal exposure to predation risk had an activating effect on offspring genome-wide expression and affected biological pathways involved in energy homeostasis, proliferation of cells, production of neurites and blood cells, differentiation of sensory neurons, and immunity. Many of these results are consistent with previous findings in sticklebacks and other animals that associated maternal stress with increased offspring growth [22], [43] and metabolism [33], altered immune function [59] and behavior [20], [33], [36]. Our data suggest that when mothers are exposed to a stressor, a shift occurs at the molecular level in offspring resulting in a divergence in the developmental program. Further, embryos of predator-exposed mothers were larger, either because they began with more resources (as suggested by [33]) or grew more quickly during early development. Many of the physiological systems involved in the embryonic response to maternal exposure to predation risk are evolutionarily conserved between sticklebacks and mammals [17]–[18], amphibians [3], [23], reptiles [19] and birds [7], [60]. Therefore our results identify molecular mechanisms in offspring that might be altered by maternal experience in other organisms.

### Maternal predator exposure accelerates metabolism, growth and neural development

We detected a significant effect of maternal exposure to predation risk on several genes involved in metabolic processes, including upregulation of genes involved in the delivery of oxygen to tissues, the production of ATP, anaerobic metabolism, and the metabolism of amino acids and lipids. Coupled with the upregulation of many genes involved in the increased proliferation of cells and a previous finding that maternally-stressed stickleback embryos are larger and consume more oxygen [33], these findings suggest that maternal experience with predators accelerates offspring growth.

Maternal exposure to predation risk upregulated several genes involved in the growth, survival, and death of neurites, the differentiating axons and dendrites that newly-forming neurons use to contact one another (reviewed in [61]) in offspring. These include genes involved in synapse formation in cortical neurons [62], the balance between neuronal survival and death during inflammation [63], and the development of sensory organs, fore-brain, mid-brain and pituitary gland [64]. Together these results suggest that exposing a mother to predation risk accelerates the proliferation and differentiation of neurons in her developing embryos. Early changes in the development of the brain and eyes could be a mechanism by which maternal exposure to predation risk influences offspring learning [35] and behavior [33], [36] in sticklebacks.

Genes involved in the formation and use of the eye were upregulated, including genes involved in formation of the lens [65] and neurites [66], differentiation of fiber cells in the lens [67], and phosphorylation of rhodopsin in the retina [68]. Sanogo et al. [42] measured gene expression changes in the brains of adult sticklebacks exposed to predator cues and found differential regulation of several genes involved in photoreception and phototransduction. Our results suggest that, at the molecular level, the developing embryo visual system might respond in a similar way to indirect exposure to predation risk (via mothers) that the adult visual system does to direct exposure to predation risk. We did not detect a difference in eye diameter between embryos of maternally-stressed and control mothers, possibly due to limitations in our method of measurement, limited statistical power to detect a subtle difference, or a true lack of difference between the embryos. Future studies wishing to understand the influence of maternal stress on the developing embryo visual system might focus on the proliferation and differentiation of cells of the visual system and the localization of the expression of the specific genes reported here.

### Effects of maternal predator exposure on stress- and immune-related genes

Many of the genes that are essential for the functioning of the vertebrate HPI axis were not expressed in 3dpf stickleback embryos, including several key neuroendocrine ligands, their receptors, and enzymes responsible for the production of cortisol. These results are not surprising given results that suggest rapid clearance of embryonic steroids early in development (Paitz et al, unpublished). Also, we detected a significant effect of maternal stress on the expression of genes shown to be similarly influenced in humans and other mammal cells by exposure to the synthetic glucocorticoid dexamethasone. It is therefore possible that some of the genes differentially expressed in stickleback embryos in response to maternal stress were activated or repressed through the action of maternal cortisol, though cortisol was not measured in this experiment. Further study is needed to understand the magnitude and tissue specificity by which maternal glucocorticoids might influence the embryonic transcriptome.

Consistent with the known effects of glucocorticoids on immune function, we detected the differential regulation of several immune genes, including genes involved in the innate and adaptive immune responses. Previous studies in humans [69] and other primates [70] have found an enhancing effect of maternal stress on the offspring innate immune response, coupled with a depression of the adaptive immune response [71].

### Effects of maternal predator exposure on genes associated with sexual differentiation

Sexual differentiation in sticklebacks does not begin until the primordial germ cells (PGCs) within the gonads of females begin to proliferate at 11 days post-fertilization [51]. An unexpected result of this study, then, is that pathways involved with gonadal steroids and sexual differentiation were influenced by maternal exposure to predation risk in three days post-fertilization embryos. Sticklebacks are external fertilizers and stickleback males are the heterogametic sex, so it is interesting that maternal stress would affect sexual differentiation when sex is not determined until after mothers have broken contact with offspring. These results suggest that sexual maturation and gonadal differentiation could be occurring earlier in maternally-stressed embryos, again reflecting a difference in the timing of development.

### Maternal predator exposure influences genes associated with epigenetic modifications

Several factors involved in the epigenetic silencing of gene transcription, including multiple DNA-methyltransferases and two histone proteins, were differentially expressed in maternally-stressed embryos. DNMT3 is responsible for de novo methylation, specifically methylation at CpG sites, during development [72]. Decreased methylation of CpG sites in or nearby genes is associated with increased transcription [49] and so downregulation of DNMT3A and DNMT3B, as we observed in this study, is expected to increase activation of genes with nearby CpG islands. 

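The linker histone H1 genes HIST1H1A ENSGACG00000001268 and ENSGACG00000002859 had log2 fold changes on FPKM of -0.62 (SE 0.23) and -0.49 (SE 0.18), neither past FDR 0.05 (adjusted p = 0.141 and 0.147 from limma). For ENSGACG00000002859 all 8 clutches of predator-exposed mothers were below the control median. H2AFJ, a variant of histone H2A (ENSGACG00000002746), had 3.67 ± 1.69 CPM in maternally-stressed embryos and 1.84 ± 1.14 CPM in control embryos (SD, n = 8 clutches per group), and all 8 clutches of predator-exposed mothers were above the control median. Its log2 fold change on the moderated scale was 0.48 (SE 0.16, adjusted p = 0.167 from limma), against a log2 ratio of mean CPM of 1.00. It was also higher on FPKM and with median-of-ratios scaling.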

Further, we observed a downregulation of the histone H1 and H2A proteins, which are part of the histone complex that interacts with methylated DNA to suppress transcription (reviewed in [73]). Downregulation of these genome-wide epigenetic repressors of transcription is consistent with the finding that twice the number of genes were activated (i.e. upregulated) in response to maternal stress than were repressed (i.e. downregulated). These results are consistent with the emerging literature on epigenetic modifications to the genome that have long term effects on offspring development (e.g. [41]).

### Maternal predator exposure influenced the expression of microRNAs

The unbiased whole transcriptome approach we used allowed us to identify the differential expression of several small RNAs that are not picked up in traditional microarray studies. We identified several microRNAs differentially expressed between maternally stressed and control embryos including several small nucleolar RNAs (SNORA3,18,23,73,74, SNORD15, and SNOU85). Some snoRNAs are thought to regulate specific alternatively spliced transcripts [74], suggesting they could modulate the relative abundance of alternative transcripts of genes.

We also detected several novel differentially expressed miRNAs including one (ENSGACG00000022837) that was expressed more than 193-fold higher in maternally-stressed embryos than control embryos (FDR  = 0.003). It is possible that some of these known or novel miRNAs are involved in the epigenetic transfer of maternal stress to offspring. For example a miRNA in zebrafish (miR-430) accelerates the deadenylation of maternal mRNAs during embryonic development, promoting their clearance from embryos [75]. Also, in mice, a miRNA (miR-124) is involved in the epigenetic control of embryonic growth rate [76].

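Reads of the microRNA gene ENSGACG00000022837 were found in 4 of 8 clutches of predator-exposed mothers, with 81, 67, 19 and 2 reads, and in none of the control clutches. Its mean was 1.93 ± 3.13 CPM in maternally-stressed embryos (SD, n = 8 clutches), at least 58.0-fold higher than the 0.0332 CPM that 3 reads over all control libraries allow. Without exposed clutch 10_5, which held 81 of the reads, the mean was 1.06 ± 2.09 CPM (SD, n = 7 clutches) and the bound was at least 31.8-fold. The 4 clutches with reads were 10_5, 24_28, 17_10 and 8_10, which are among the 5 exposed clutches high in structured non-coding RNA, and the 3 exposed clutches low in it had 0 reads. Exposed clutch 26_28 and control clutch 15_2, also high in structured non-coding RNA, had 0 reads as well. The difference between groups did not pass FDR 0.1 (adjusted p = 0.284 from limma, exact permutation test, p = 0.0769). The microRNA gene ENSGACG00000022725 had 0.299 ± 0.565 CPM in maternally-stressed embryos and 0.0208 ± 0.0384 CPM in control embryos, and did not pass either (adjusted p = 0.459 from limma). Exposed clutch 8_10 with 1.66 CPM carried the exposed mean, which was 0.104 CPM without it, and the log2 fold change on the moderated scale went from 0.12 to 0.04. The control mean rests on 1 read each in clutches 15_14 and 5_21, and the ratio of means of 14.4 was 24.8 and 25.6 without them in turn and 4.99 without 8_10. The FPKM values of these genes were identical in all 16 clutches, so on that scale they cannot be separated.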

## Conclusion

These results suggest that early stickleback embryos respond to maternal exposure to predation risk via changes in gene expression. Embryos of predator-exposed mothers had greater expression of genes involved in neurite formation, the development of the visual system and aerobic and anaerobic metabolism. Embryos of predator-exposed mothers were also larger. Together these results suggest that offspring of mothers exposed to predation risk undergo a general acceleration of the developmental program. Given that a faster life history is associated with high predation environments [45]–[47], offspring of predator-exposed mothers might be more likely to survive to reproduce in a high predation environment. Further study is needed to elucidate the myriad molecular interactions between genes that are differentially-regulated as a result of maternal exposure to predation risk and to understand their relationships to previously-observed maternal effects in this system [33]–[36].

## Supporting Information

Figure S1 The intersection of upregulated, downregulated, and total differentially expressed genes as identified in EdgeR and Cuffdiff from the same alignment of reads to the stickleback reference genome (n = 455 total unique genes, 302 upregulated, 153 downregulated).
(DOC)

Figure S2 comparison of fold change data of n = 108 genes identified via both Bowtie-edgeR and Cufflinks-Cuffdiff analyses as differentially expressed in stickleback embryos exposed to maternal stress. While Cuffdiff generally called a higher fold change than edgeR (slope  = 0.88), there was nevertheless a tight correlation between the two (R-square  = 0.855). 

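PITPNB had a log2 fold change of -0.49 on logCPM and -0.62 on FPKM, and SRSF1 of -0.45 and -0.56. For the genes past both thresholds, a line of the logCPM log2 fold changes on those of FPKM had a slope of 0.919. Only COX2 and FGFR1 rose among these genes, so the slope depends on their distance from the genes that fell. With a pseudocount of 0.1 on FPKM the slope was 0.752. Over the shared genes of Table S1, which were chosen on these samples, the slope was 0.553. The logCPM values are moderated by a prior and the FPKM values by a pseudocount, so the slope depends on both, and genes are not independent replicates.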

All genes were found to be upregulated (quadrant I) or downregulated (quadrant III) in both analyses.
(DOC)

Figure S3 A Principle Components Analysis of general gene expression patterns of each sample as determined by RNA-seq and edgeR differential expression analysis. Blue squares represent embryos of mothers exposed to predation risk and red circles represent embryos of control mothers. Each data point represents total RNA from 10 pooled embryos from a single mother.
(DOC)

Figure S4 A diagram illustrating the measurements taken of stickleback embryo length (A) and eye diameter (B). Morphological data were then compared between embryos of mothers exposed to a predator and embryos of control mothers.
(DOC)

Table S1 The stickleback genes found to be differentially expressed in 3dpf embryos of mothers exposed to a predator compared to embryos of control mothers. Direction: “up”  =  higher expression in embryos of mothers exposed to a predator compared to embryos of control mothers, “down”  =  lower expression in embryos of mothers exposed to a predator compared to embryos of control mothers. FDR  =  false discovery rate (p-value corrected for multiple testing), logCPM  =  log(adjusted counts per million reads) from edgeR analysis, FPKM  =  fragments per kilobase of exon per million mapped reads, the count method used in Cufflinks analysis, “shared?”  =  whether a gene was identified as differentially expressed using both EdgeR and Cuffdiff analyses (yes) or in one analysis but not the other (blank).
(XLS)

Table S2 The most overrepresented biological annotations from the list of genes differentially expressed between 3dpf stickleback embryos exposed to maternal stress and embryos of control mothers as measured via RNA-seq. Genes were mapped to their associated biological process (BP_FAT), cellular component (CC_FAT), molecular function (MF_FAT), and KEGG pathways using *Mus musculus* gene annotations and genome background within the DAVID Functional Annotation Tool (v6.7). Only terms with FDR <0.05 and ≥2 genes were included.
(XLS)

Table S3 GO terms and KEGG pathways obtained using *Danio rerio* gene annotations and genome background within the DAVID Functional Annotation Tool (v6.7). Only terms with FDR <0.05 and ≥2 genes were included.
(XLSX)

# Supplementary material for: Maternal Experience with Predation Risk Influences Genome-Wide Embryonic Gene Expression in Threespined Sticklebacks (Gasterosteus aculeatus)
**Source:** PLoS One. 2014 Jun 2;9(6):e98564. doi: 10.1371/journal.pone.0098564
**Supplement:** Figure S1 — The intersection of upregulated, downregulated, and total differentially expressed genes as identified in EdgeR and Cuffdiff from the same alignment of reads to the stickleback reference genome (n = 455 total unique genes, 302 upregulated, 153 downregulated).

**130**

**82**

**90**

**UP**

**30**

**26**

**97**

**DOWN**

Cuffdiff

EdgeR

Cuffdiff

EdgeR

**TOTAL**

**EdgeR**

**Cuffdiff**

**160**

**108**

**187**

# Supplementary material for: Maternal Experience with Predation Risk Influences Genome-Wide Embryonic Gene Expression in Threespined Sticklebacks (Gasterosteus aculeatus)
**Source:** PLoS One. 2014 Jun 2;9(6):e98564. doi: 10.1371/journal.pone.0098564
**Supplement:** Figure S2 — comparison of fold change data of n = 108 genes identified via both Bowtie-edgeR and Cufflinks-Cuffdiff analyses as differentially expressed in stickleback embryos exposed to maternal stress. While Cuffdiff generally called a higher fold change than edgeR (slope = 0.88), there was nevertheless a tight correlation between the two (R-square = 0.855). All genes were found to be upregulated (quadrant I) or downregulated (quadrant III) in both analyses.

**I**

**II**

**III**

**IV**

How the deposited data were processed for this re-analysis (not part of the article)

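Whole embryos of threespined stickleback were compared at 3 days post-fertilization between 8 clutches of predator-exposed mothers and 8 clutches of control mothers, with RNA of 10 embryos pooled per clutch and 1 clutch per mother. The condition of each clutch was taken from its label. The meaning of the 2 numbers in the clutch names is not given in the labels. The second number is 14 in 4 clutches, all control, and 10 in 3 clutches, all exposed, so if it marks a tank, day or batch, that is partly confounded with exposure. The paper states that exposure was assigned to tanks of females, not to single females. The tank of each mother is not given, so clutches were treated as independent, and a tank shared by mothers could not be taken into account. No sequencing batch is given beyond the paper's statement that all libraries were pooled and run together.

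The authors selected RNA with oligo(dT), trimmed the reads, aligned them to BROADS1 with TopHat2 2.0.8 and counted reads within Ensembl genes. The deposited logCPM values are log2 values of counts per library total with a moderating prior, for 17440 genes, after the authors removed genes without reads or with low counts in a single sample. Raised from the log2 scale, each deposited logCPM value is a floor of 2.77 CPM plus a whole multiple of 1 step per clutch, so whole reads were recovered, to within 3.8e-09 of a read. The FPKM values were made by the authors with Cufflinks 2.1.1 for 22456 gene models, 7 IDs of which lie on 2 loci. FPKM bounds in the same files were not used here. Reads in genes came to between 8950867 and 12765406 per clutch (median 11697268), between 17351 and 17392 genes had a read, and a count of 0 allows up to 3 reads, or 0.235 to 0.335 CPM, for counting error only.

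The groups were compared in R 4.3.3 with limma 3.58.1 (lmFit, and eBayes with an intensity trend), two-sided, with Benjamini-Hochberg adjustment over all genes tested. The logCPM values were tested at FDR 0.1 over all 17440 genes. The FPKM values were tested as log2(FPKM + 1) at FDR 0.05 over the 21028 gene models with FPKM above 0 in at least 2 clutches, so a log2 fold change on that scale includes the pseudocount of 1. The thresholds are those the authors used for edgeR and Cuffdiff, which model reads and were not used here. Adjusted p-values are from limma throughout. Single values per clutch, such as the share of mitochondrial reads, were compared with two-sided exact permutation tests over all assignments of the 16 clutches. Sets of genes were tested with camera (preset correlation of 0.01, and an estimated one) and fry in limma. The principal components were computed on the 500 genes with the largest variance of logCPM. Figures were drawn with matplotlib 3.10.9.

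The steps were tested on simulated data with the real depths and 200 changed genes. Simulated genes varied independently, without differences shared by many genes of a clutch, and weakly expressed genes were not changed. Their spread between clutches was set and not estimated from these clutches, and changes under 1.5-fold were not simulated. On logCPM, 63.5% of genes changed 1.5-fold, 96.5% of those changed 2-fold and 100% of those changed 4-fold were recovered, with 14 to 21 unchanged genes called. On FPKM the shares were 36.5%, 91% and 99%, with 3 to 9 unchanged genes called. With no changed gene, 1 gene was called.

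The genes named in the text are those the paper's Results or Fig. 2 name, whose Table S1 values had been seen, the 10 genes with the largest log2 fold change in each direction past each threshold, with a mean logCPM or FPKM of at least 1, and members of gene lists, by a rule written before the data were examined. Genes taken from those lists outside the rule, and the clutches singled out, were chosen after their values were seen. The files hold gene IDs without names, so names are those of Table S1. Genes the paper names were tested on logCPM where Table S1 gives them from edgeR, as the authors did, and on FPKM where it gives them from Cuffdiff, apart from BFSP2, BCMO1, RCVRN and SLC46A3, which are shown in Fig. 2 and were tested on logCPM. Tests of complete gene lists by symbol, of enrichment of terms, and of the interrenal genes need names that Table S1 does not give, and are not analysed here. Embryo length and eye diameter are not analysed here.

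Alternatives planned with the design were another prior variance, filters on low values, median-of-ratios scaling, quantile normalization, clutch weights, other pseudocounts and thresholds, clutches that share a number in their name treated as correlated, and each clutch left out in turn. Alternatives added after seeing the data were voom on the recovered reads, the mean of the structured non-coding RNAs of Table S1 as a covariate, leaving out the 6 clutches where that mean was above 0, sets of genes by coordinates, the second number of the clutch names as a replicate block, and principal components with median-of-ratios scaling. Those 6 clutches were picked by a measure built from genes the study selected for their difference between the groups.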

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

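The tests of RNA without a poly(A) tail, of a rise shared by all exposed clutches, of abundant genes and of mitochondrial genes, and the correlations with structured RNA, were chosen after the results were seen. A clutch is named where its distance to the nearest other clutch of its group, relative to the range of the group, was above Dixon's critical value for 8 clutches, which chance gives in about 0.05 of groups. It was found in 26 of 170 tests of named genes, many of which are not independent.

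Structured non-coding RNAs were high in 5 of 8 clutches of predator-exposed mothers and in control clutch 15_2, which stood apart from the other controls with 262.9 CPM (control median 44.9), with 0.0774% of reads in gene models of at most 350 nt (control median 0.0485%) and with a score of 6.28 on component 2. A rise shared by every clutch of a predator-exposed mother is argued against by 2 of 8 clutches, 14_28 with 35.3 CPM and 3_10 with 37.4 CPM, that lay at or under the control median. RNA without a poly(A) tail carried into some libraries may account for the pattern, since 152 short gene models outside Table S1 followed the mean of the structured RNAs within exposed clutches (Pearson r = 0.875, permutation p = 0.00742, adjusted over 4 relations 0.0111, Spearman rho = 0.810, permutation p = 0.0218, adjusted 0.0490, r = 0.75 without 3_10 and 14_28). Within control clutches r was 0.755 (permutation p = 0.00236, adjusted 0.00942, rho = 0.786, permutation p = 0.0279, adjusted 0.0490, r = 0.786 without 15_2 and 5_21), and the smallest r with 1 clutch left out was 0.827 in exposed and 0.742 in control clutches. An effect of maternal exposure in some clutches, and a difference between mothers, were not tested and stay open.

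The share of mitochondrial reads was higher in 7 of 8 exposed clutches than in every control clutch, and it followed the mean of the structured RNAs within exposed clutches (r = 0.808, permutation p = 0.00831, adjusted 0.0111, rho = 0.762, permutation p = 0.0368, adjusted 0.0490, r = 0.724 without 3_10 and 14_28). It did not do so within control clutches (r = -0.285, permutation p = 0.527, adjusted 0.527, rho = 0.0952, permutation p = 0.840, adjusted 0.840, r = -0.0537 without 15_2 and 5_21). With the mean of the structured RNAs as a covariate, the median log2 fold change of the 16 mitochondrial genes kept 31.9% of its size, from 0.46 to 0.15, but this mean was itself higher in exposed clutches (exact permutation test, p = 0.0129, n = 8 clutches per group). The mean was built from RNAs the study selected for their difference between these clutches, so that p-value is not independent evidence. Against carried-over RNA as the whole cause stand 2 exposed clutches with little structured RNA and a mitochondrial share above every control. Control clutch 15_2, high in structured RNA with 262.9 CPM, had a mitochondrial share of 0.615%, under the control median of 0.673%. Carried-over RNA and higher mitochondrial expression after maternal exposure cannot be told apart here, because the covariate and the groups overlap.

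More genes were lower than higher past the thresholds, and the median log2 fold change of all genes was -0.05. The 100 most abundant genes took 28.4% ± 1.82 of reads in exposed and 26.5% ± 1.28 in control clutches (SD, n = 8 clutches per group, exact permutation test, p = 0.0308), which could lower the values of other genes. Without these genes in the totals the median was -0.03, so 50.0% of it was removed, 41.2% to 60.9% with 1 clutch left out, and 59 genes passed FDR 0.1. A few abundant genes and a lower expression of many genes after maternal exposure cannot be told apart, since the share removed lay on both sides of the bound set for it as clutches were left out.

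On logCPM, 32 genes that Table S1 does not list passed FDR 0.1, all lower, and 0 of them passed with median-of-ratios scaling in limma (29 at an unadjusted p under 0.05).

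Exposed clutch 3_10 stood apart from the other exposed clutches with 2.98 CPM for hbae1 (ENSGACG00000013880), 51.2 CPM for OTX2, 222.3 CPM for crygm (ENSGACG00000008753), 15.9 CPM for BFSP2, 27.2 CPM for RCVRN and 24.5 CPM for SOX4. IGHM was 3.69 CPM in control clutch 15_2 and 0.0870 CPM in exposed clutch 17_10, the only exposed clutch with a read. NLRX1 was 1.89 CPM in control clutch 15_5. HIST1H1A (ENSGACG00000002859) was 29.9 CPM in control clutch 15_2. Among structured RNAs, SNORA3 was 4.76 CPM and U3 (ENSGACG00000022444) 169.3 CPM in exposed clutch 10_5. Control clutch 15_2 stood apart from the other controls for SNORA18 with 2.57 CPM, for SNORA73 with 3.02 CPM (ENSGACG00000021590) and 4.47 CPM (ENSGACG00000022091), for SNORD15 with 0.894 CPM, for U1 with 6.26 CPM and for snoU85 with 2.79 CPM. The U3 genes in that clutch had 14.4 CPM (ENSGACG00000022354), 28.6 CPM (ENSGACG00000022393), 36.0 CPM (ENSGACG00000022425) and 18.4 CPM (ENSGACG00000022444), and the U4 genes 1.45 CPM (ENSGACG00000021571), 0.670 CPM (ENSGACG00000021758) and 1.01 CPM (ENSGACG00000022034). The microRNA gene ENSGACG00000022725 had 1.66 CPM in exposed clutch 8_10.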

How the results depend on the processing

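The fits with voom, with the mean of the structured RNAs as a covariate and without 6 clutches, and the set of short gene models, were chosen after the results were seen. Of 100 splits of the 16 clutches into 8 and 8, the real one included, only 1, the real split, gave as many genes on logCPM (90, highest other 1), on FPKM (65, highest other 1) and past either threshold (117, highest other 1). These splits argue against a random grouping of these clutches as the source of the counts. They cannot address a batch that goes with exposure. The groups share 3 of the second numbers of the clutch names, over 5 exposed and 3 control clutches. The deviations of same-numbered clutches from their group means had r from -0.0460 (10_5 and 15_5) to 0.266 (14_28 and 20_28), and 4 of the 15 clutches that share a number correlated best with one of their own number. These correlations cannot decide whether the number marks a batch. Number 14 was in control clutches only and 10 in exposed clutches only, and group means were subtracted first. With the second number as a replicate block, added after seeing the data, 0 genes passed on logCPM, on FPKM and past either threshold in limma, with 1750 on logCPM and 2481 on FPKM at an unadjusted p under 0.05. In that fit only the 5 exposed and 3 control clutches with a shared number bear on the comparison of the groups. The loss of calls therefore cannot tell a batch from fewer clutches. Of the genes the paper names, all 85 kept their direction with median-of-ratios scaling and, apart from ola-mir-9a-1, which has no FPKM, on the other scale. Their threshold was passed by 6, against 3 with median-of-ratios scaling and, with 1 clutch left out, 1 (without control 21_14 or 5_14 or exposed 24_28) to 43 (without exposed 3_10), with 29 without exposed 8_10, 26 without control 15_14, 13 without exposed 6_21 and 2 to 4 without any of the others.

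The counts depended on the processing, and unless stated the cause was not tested. On logCPM, where 90 genes passed, 21 passed without an intensity trend, 15 with median-of-ratios scaling, 2491 with clutch weights, 236 and 47 with clutches that share the first or the second number of their name treated as correlated (estimated correlations of -0.102, over 5 control clutches, and 0.0866), 16 at the stricter FDR of 0.05, and 10 with voom and median-of-ratios scaling. It stayed within 1.5 times 90 with a robust fit, both filters on low values, quantile normalization and voom with library totals. On FPKM, where 65 passed, 241 passed with a pseudocount of 0.1, 207 with 0.01, 208 with a mean FPKM of at least 1, 38 without a trend, 1 with median-of-ratios scaling, 153 with quantile normalization, 35 with clutches sharing the second number correlated, and 1023 at the looser FDR of 0.1, and it stayed within 1.5 times 65 with FPKM above 0 in 1 clutch and with clutches sharing the first number correlated. Past either threshold, where the count was 117, the counts were 44 without a trend, 15 with median-of-ratios scaling, 195 with quantile normalization, and 265 and 65 with clutches sharing the first or the second number correlated. More genes were lower than higher under each of these settings except 1 gene, higher, on FPKM with median-of-ratios scaling.

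With 1 clutch left out, the count on logCPM ran from 7 (without control 21_14 or 5_14) to 1233 (without exposed 3_10), with 1087 without exposed 8_10, 746 without control 15_14, 196 without exposed 6_21, 90 without exposed 26_28, 61 without control 5_21, 29 without control 20_28, 20 without control 15_2 and 11 to 17 without control 13_14 or 15_5 or exposed 10_5, 14_28, 17_10 or 24_28. On FPKM it ran from 0 (without exposed 17_10 or 24_28, with 3518 and 3337 at an unadjusted p under 0.05 in limma) to 1550 (without exposed 3_10), with 675 without exposed 6_21, 613 without control 15_2, 182 without exposed 14_28, 67 and 69 without control 15_14 or exposed 8_10 and 2 to 31 without control 13_14, 15_5, 20_28, 21_14, 5_14 or 5_21 or exposed 10_5 or 26_28. Past either threshold it ran from 11 (without exposed 24_28) to 1947 (without exposed 3_10), with 1092 without exposed 8_10, 753 without control 15_14, 714 without exposed 6_21, 614 without control 15_2, 183 without exposed 14_28, 65 without control 5_21, 36 without control 20_28, 99 without exposed 26_28 and 11 to 26 without any other clutch. Without exposed 14_28 more genes were higher (98) than lower (85).

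With the mean of the structured RNAs as a covariate, and also without the 6 clutches highest in them, 0 genes passed in limma on logCPM (1672 and 1532 at an unadjusted p under 0.05) and 0 on FPKM (1846 and 1932). In 50 other sets with as many clutches of each group left out at random, the median was 3 genes, with 0 in 7 sets and 3786 at most. The median number of genes at an unadjusted p under 0.05 was 1712. Each of these sets also left out some of the exposed clutches high in structured RNA. They therefore cannot separate structured RNA from the loss of clutches. The squared correlation of fold changes, 0.929 for the genes past both thresholds, was 0.818 over the shared genes of Table S1. The short gene models, with p = 1.3e-11 from camera, had p = 0.0460 with an estimated correlation and 0.177 from fry. With median-of-ratios scaling 14 of the 90 genes passed on logCPM and 1 of the 65 on FPKM, and of the 32 genes outside Table S1 0 passed in limma (29 at an unadjusted p under 0.05). Of the genes the paper names, CYTB, FKBP4 and HIST1H1A (ENSGACG00000014874) kept their direction but did not pass with median-of-ratios scaling, nor did CYTB and FKBP4 on FPKM. At these depths, genes under 0.235 to 0.335 CPM are not told apart from 0, and fold changes of genes near the floor of 2.77 CPM are reduced on logCPM.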

Differences from the paper's values

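The values here come from limma on the deposited values, and the paper's counts come from edgeR and Cuffdiff at the same thresholds, FDR 0.1 and 0.05. No test in this part was chosen to approach the paper's values.

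On logCPM 90 genes passed, and the paper's edgeR list holds 295. Of the alternatives set before the data were examined, treating clutches that share the first number of their name as correlated gave 236, within 1.5 times the paper's count, and the others did not come within it. Only 5 control clutches share such a number, and the correlation estimated for them was negative (-0.102). On FPKM 65 genes passed, and the paper's Cuffdiff list holds 268. Here a pseudocount of 0.1 (241), a pseudocount of 0.01 (207), a mean FPKM of at least 1 (208) and leaving out exposed clutch 14_28 (182) came within 1.5 times the paper's count, and the others did not.

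Past either threshold there were 117 genes, and the paper gives 455. Leaving out control clutch 15_2 gave 614, within 1.5 times the paper's count, and no other alternative did. Of the 117, 25 were higher, and the paper gives 302 upregulated genes, which no alternative approached to within 1.5 times. The other 92 were lower, and the paper gives 153 downregulated genes, to which quantile normalization (147) and clutches sharing the first number treated as correlated (202) came within 1.5 times. Both thresholds were passed by 38 genes, and the paper gives 108. With a pseudocount of 0.1 on FPKM the count was 65, still outside 1.5 times.

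Component 1 took 28.8% of the variance, and the paper gives 18.7%. All genes (36.0%), genes scaled to unit variance (32.3%) and a filter on a mean logCPM of at least 1 (28.8%) did not bring it within 1.5 times the paper's value, and median-of-ratios scaling (26.1%), added after seeing the data, did.

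For single genes, the log2 ratio of group means was set beside the fold change in the paper's Table S1. For hbae1 (ENSGACG00000013889) it was 0.30 and the paper's value is 2.35, and median-of-ratios scaling (0.46) left a difference. For the following genes the values differed by more than the error, and median-of-ratios scaling brought each within it. COX6A2 had 0.27 and the paper's value is 0.46 (0.45 with that scaling). COX7C had 0.25 and the paper's value is 0.34 (0.34). LDHD had 0.29 and the paper's value is 0.37 (0.37). SOD1 had 0.22 and the paper's value is 0.31 (0.31). NFKBIA had 0.27 and the paper's value is 0.35 (0.36). IGFBP2 had 0.30 and the paper's value is 0.39 (0.39). C3 (ENSGACG00000001260) had 0.22 and the paper's value is 0.47 (0.40). HSD17B10 had 0.22 and the paper's value is 0.30 (0.30). The error is the SE over clutches, although both values come from the same clutches, so genes within it could be shifted as well. COX1 had 0.60 and the paper's value is 0.70 (0.70), and TRIP13 had -0.42 and the paper's value is -0.33 (-0.34). Every gene whose ratio was taken on CPM came closer to the paper's value with that scaling. COX2 went from 0.91 to 1.01 (paper 1.01), and QKI from -0.47 to -0.40 (paper -0.40). Genes that moved away were on FPKM, among them OTX2, which had 0.67 and the paper's value is 0.64 (0.75). C3 (ENSGACG00000001267) had -0.55 and the paper's value is -0.83, and that scaling took it beyond the error (-0.39).

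The paper states that more genes were upregulated than downregulated, while past either threshold here 25 were higher and 92 lower (98 and 85 without exposed clutch 14_28, and 4 and 11 with median-of-ratios scaling), although all 295 genes of its edgeR list kept their direction on logCPM and all 267 matched gene models of its Cuffdiff list kept theirs on FPKM. The paper's Discussion states that histone H1 and H2A were downregulated. The H1 genes were lower here, as in HIST1H1A (ENSGACG00000014874) with a log2 fold change of -0.29, but H2AFJ, the H2A gene that Table S1 names, was higher with 0.48.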

Other observations

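The sets of short gene models and of mitochondrial genes were chosen after the data were seen. Of proteins that the liver and the yolk syncytial layer secrete, the 11 members that Table S1 names were all higher on average in maternally-stressed embryos, as were the 10 of coagulation and its inhibitors, and none passed FDR 0.1 in limma (8 and 7 had an unadjusted p under 0.05). These members, and those below, are genes that Table S1 names, so the study chose them on these samples, and the complete lists were not tested. All 5 skeletal muscle and all 3 glycolysis members were higher, with 0 past FDR 0.1 and 1 and 3 at an unadjusted p under 0.05. The mitochondrial ribosomal protein MRPL14 rose by a log2 fold change of 0.28 (SE 0.06, adjusted p = 0.0788 from limma), as did UQCRQ of complex III with 0.32 (SE 0.07, adjusted p = 0.0718) and the cytosolic ribosomal protein RPL27 with 0.25 (SE 0.05, adjusted p = 0.0654). Among the transcripts that fell were CIRBP, an RNA-binding protein induced by cold, with 567.8 CPM in maternally-stressed embryos against 753 CPM in control embryos (log2 fold change of -0.41, SE 0.06, adjusted p = 0.00946), NCL, the nucleolar protein nucleolin, with -0.43 (SE 0.09, adjusted p = 0.0654), and the keratin KRT7 (ENSGACG00000008104) with -0.36 (SE 0.09, adjusted p = 0.0974). With median-of-ratios scaling these 6 genes kept their direction but did not pass (adjusted p = 0.121 for MRPL14, 0.142 for UQCRQ, 0.159 for RPL27, 0.102 for CIRBP, 0.142 for NCL and 0.142 for KRT7 from limma).

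On FPKM, RNF219 and CIR1 fell, with log2 fold changes of -0.59 (SE 0.11, adjusted p = 0.0371) and -0.56 (SE 0.10, adjusted p = 0.0334), and every exposed clutch was below every control clutch for both. Of the 9 gene models that rose on FPKM, 6 are unnamed, of at most 350 nt and not in the logCPM files, and followed one another over the clutches (ENSGACG00000021006, ENSGACG00000021044, ENSGACG00000021136, ENSGACG00000021693, ENSGACG00000021722 and ENSGACG00000022001). Their log2 fold changes were 1.27 to 1.34, with 2.27 ± 1.54 FPKM in maternally-stressed embryos and 0.164 ± 0.236 FPKM in control embryos for ENSGACG00000021693 (SD, n = 8 clutches per group, adjusted p = 0.0456 from limma). Their mean was 2.22 to 3.52 FPKM in the 5 exposed clutches high in structured RNA, 0.386 to 0.802 FPKM in the other 3, 0.893 FPKM in control clutch 15_2 and at most 0.187 FPKM in the other controls, and with median-of-ratios scaling 0 of the 6 passed in limma (6 had an unadjusted p under 0.05). Another unnamed gene, ENSGACG00000002366, rose with 3.75 ± 0.504 FPKM against 2.61 ± 0.215 FPKM (SD, n = 8 clutches per group, adjusted p = 0.0456), and ENSGACG00000003449 fell with 2.65 ± 0.705 FPKM against 4.60 ± 0.629 FPKM (SD, n = 8 clutches per group, adjusted p = 0.0387 from limma, log2 fold change of -0.63 on FPKM and -0.36 on logCPM). With median-of-ratios scaling only ENSGACG00000002366 of RNF219, CIR1 and these 2 genes passed (adjusted p = 0.0212), and the others had 0.0576 for RNF219, 0.0533 for CIR1 and 0.0576 for ENSGACG00000003449.

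Of 186 gene models of at most 350 nt, 120 were higher, 0 passed FDR 0.1 in limma (43 had an unadjusted p under 0.05), and 13 higher and 1 lower passed when adjusted over the list alone. The sum of FPKM over all gene models was 1260780 ± 195546 in maternally-stressed embryos and 1033324 ± 84223 in control embryos (SD, n = 8 clutches per group, exact permutation test, p = 0.00668). The FPKM of 245 gene models equalled those of another model in every clutch, so these models cannot be separated on that scale. The hbae1 gene ENSGACG00000013880 had a mean of 5.79 CPM and 14068 FPKM in maternally-stressed embryos.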
